# Hippocampal DNA Methylation in a Mouse Model of Fetal Alcohol Spectrum Disorder That Includes Maternal Separation Stress Only Partially Explains Changes in Gene Expression

**DOI:** 10.3389/fgene.2020.00070

**Published:** 2020-02-27

**Authors:** Bonnie L.J. Alberry, Shiva M. Singh

**Keywords:** fetal alcohol spectrum disorder, prenatal alcohol, hippocampus, maternal separation, DNA methylation, early life stress

## Abstract

Fetal alcohol spectrum disorder (FASD) is characterized by developmental and behavioral deficits caused by maternal drinking during pregnancy. Children born with FASD often face additional stresses, including maternal separation, that add yet additional deficits. The mechanism associated with this interaction is not known. We have used a mouse model for prenatal ethanol exposure and maternal separation to demonstrate that the combination of the two treatments results in more than additive deficits. Furthermore, the behavioral deficits are associated with changes in hippocampal gene expression that persist into adulthood. What initiates and maintains these changes remains to be established and forms the focus of this report. Specifically, MeDIP-Seq was used to assess if changes in promoter DNA methylation are affected by exposure to prenatal ethanol and maternal separation including its relationship to gene expression. The novel results show that different sets of genes implicated by promoter DNA methylation are affected by both treatments independently, and a relatively unique set of genes are affected by the combination of the two treatments. Prenatal ethanol exposure leads to altered promoter DNA methylation at genes important for transcriptional regulation. Maternal separation leads to changes at genes important for histone methylation and immune response, and the combination of two treatments results in DNA methylation changes at genes important for neuronal migration and immune response. Our dual results from the same hippocampal samples suggest there is minimal complementarity between changes in promoter DNA methylation and gene expression, although genes involved tend to be critical for brain development and function. While remaining to be validated, such results argue that mechanisms beyond promoter DNA methylation must be involved in lasting gene expression alterations leading to behavioral deficits implicated in FASD. They may facilitate early and reliable diagnosis, as well as novel strategies for the amelioration of FASD-related deficits.

## Introduction

Fetal alcohol spectrum disorder (FASD) is a serious neurodevelopmental disorder that begins in utero, manifests during childhood, and lasts a lifetime. It is caused by prenatal ethanol exposure primarily by maternal gestational alcohol consumption and consists of a collection of conditions including developmental delays, restrictions, abnormalities, as well as intellectual and behavioral impairments (Chudley et al., 2005). The incidence of FASD varies across different populations, with the estimated prevalence in 7- to 9-year-old Canadians is between 2% and 3% (Popova et al., 2018), and between 1% and 5% in the United States (May et al., 2018). This incidence is expected to increase given a recent Canadian report that alcohol-related emergencies between 2003 and 2016 rose 4.4 times more than overall emergency visits (Myran et al., 2019). Specifically, this increase is greater for women (86.5%) than men (53.2%). Among women, 15- to 24-year-olds have the highest rate. Of the medical harms identified, suspected fetal damage including fetal alcohol syndrome rose 2133.3% from 2003 to 2016. As it may extend to other populations, this trend is concerning for more than just Ontario and does not bode well for a focus on FASD prevention *via* alcohol avoidance. The next best strategy is to offer interventions following early diagnosis, which remains problematic given the heterogeneity of manifestation and lack of reliable biomarker. As such, FASD continues to represent a major health and social burden in alcohol-friendly societies.

Given that prenatal alcohol exposure is the cause of FASD, and neurodevelopment is long-lasting, spanning decades, research must also focus on postnatal factors that may determine the manifestation of the disorder. Furthermore, this understanding may offer novel strategies for the remediation of FASD deficits and severity. Molecular brain research in humans is restrictive and must rely on animal models. Our lab has developed a mouse model of FASD using C57BL/6J (B6) mice (Kleiber et al., 2011), establishing that FASD is like an iceberg. Ethanol-exposed pups develop learning deficits, anxiety-like behaviors, and altered activity patterns (Allan et al., 2003; Kaminen-Ahola et al., 2010; Kleiber et al., 2011; Marjonen et al., 2015). What we see as deficit(s) is just the tip—most underlying defects are not visible and are reflected in gene expression alterations (Kleiber et al., 2012).

Mammalian neurodevelopment involves the orchestration of cellular processes that are sensitive to prenatal and postnatal environmental stresses over time (Tau and Peterson, 2010). One common postnatal stress that children born with FASD face is maternal separation. Children entering childcare systems, such as foster care or orphanages, represent a particularly vulnerable population, with FASD considerably overrepresented in such individuals (Lange et al., 2013). In Canada, the prevalence of FASD is 5 to 67 times higher than a global estimate (Lange et al., 2017). In addition to the initial gestational alcohol exposure, exposure to early life stress increases the risk of behavioral deficits, including adult psychiatric disorders (Kisely et al., 2018). Early life stress has a negative effect on learning and memory processes governed by the hippocampus in rodents (Rice et al., 2008; Oomen et al., 2010; Pillai et al., 2018). Little is known about how early life stress may affect children born with FASD (Price et al., 2017), although following gestational alcohol exposure and abuse or neglect during early development, children are more likely to have behavioral deficits, including impaired learning and memory (Coggins et al., 2007; Henry et al., 2007; Koponen et al., 2009; Koponen et al., 2013).

Since children with FASD often face additional early life stress, we have extended the model to explore how postnatal maternal separation may compound developmental and behavioral deficits following prenatal ethanol exposure (Alberry and Singh, 2016). The behaviors affected by prenatal alcohol exposure and maternal separation include anxiety-like behavior as well as learning and memory. While many brain regions may be relevant, the hippocampus forms the focus of this study for its essential role in spatial learning (Jarrard, 1993). To this end, we have also reported changes in hippocampal gene expression that persist into adulthood following prenatal ethanol exposure combined with postnatal maternal separation in B6 mice (Alberry et al., 2019). Given that the initiation and maintenance of aberrant gene expression in response to prenatal ethanol exposure includes epigenetic mechanisms, primarily DNA methylation, noncoding RNA, and histone modifications (Chen et al., 2013; Laufer et al., 2013; Chater-Diehl et al., 2016), these processes are expected to be critical in other models of FASD. In fact, FASD-related human research in epigenetic mechanisms has begun to focus on DNA methylation (Laufer et al., 2015; Portales-Casamar et al., 2016). While there are many epigenetic mechanisms that may alter transcription, here we focus on promoter DNA methylation that may repress transcription *via* blocked transcription factor binding to explore the canonical relationship between gene expression and promoter DNA methylation (Jaenisch and Bird, 2003).

This research is novel in that it combines the effect of prenatal ethanol exposure and maternal separation on the FASD iceberg using B6 mice at three levels—behavior, hippocampal gene expression and hippocampal DNA methylation on the same samples. Although the behavioral results are compatible with molecular changes, changes in gene expression are rarely related to changes in promoter-specific methylation. It may represent a feature of the experimental design or reflect a general feature of the development of FASD. Although one is tempted to suggest that epigenetic changes other than DNA methylation must represent important underlying mechanisms involved in the development of FASD, the issue deserves further experimentation and comprehensive evaluation. Such clarifications will be needed in the use of these results, including the development of effective measures of remediation.

## Materials and Methods

### Animals

C57BL/6J mice originally obtained from Jackson Laboratories (Bar Harbor, ME) were bred and housed in same-sex colonies of up to four individuals with unrestricted food and water access at the Animal Care Facility at Western University (London, Ontario, Canada). Temperature and humidity were maintained at 21°C–24°C and 40%–60%, respectively, with lighting on a 14:10-h light-dark cycle. All housing, bedding, and nest material were consistent between cages. All treatment protocols complied with ethical standards established by the Canadian Council on Animal Care and were approved by the Animal Use Subcommittee at Western University (London, Ontario, Canada).

### Continuous Preference Drinking Model

Females (10 weeks old) were housed individually and randomly assigned to ethanol or control groups. Both groups had free access to water, with the ethanol group additionally provided free access to 10% ethanol in water solution (Kleiber et al., 2011; Alberry and Singh, 2016). Ethanol was introduced with increasing concentrations of 2%, 5%, and 10% after 48 h with the previous concentration. After 10 days of continuous 10% ethanol availability, females were mated with males (15 weeks old) with only water available. Males were removed after a 24-h period and 10% ethanol was returned, which represented gestational day 0. Until postnatal day 10, 10% ethanol was freely available, with only water available for the remainder of this study. Blood alcohol levels were not taken to minimize maternal stress, voluntary consumption of 10% ethanol at 14 g ethanol per kg body weight per day produces peak blood alcohol levels of 120 mg dl^-1^ (Allan et al., 2003). This study represents a modest amount of ethanol exposure, with experimental mice consuming 8 g ethanol per kg body weight per day on average, sufficient to produce behavioral deficits in their offspring, including hyperactivity in a novel environment, hypoactivity in a home cage environment, and learning deficits (Alberry and Singh, 2016).

### Early Life Stress *Via* Maternal Separation and Isolation

Postnatal maternal separation and isolation were used to induce early life stress, as described previously (Savignac et al., 2011; Benner et al., 2014; Alberry and Singh, 2016). On postnatal day 2, half of each litter was randomly selected for stress, tail coloring with permanent marker was used to distinguish pups. From postnatal days 2 to 14, stress group pups were removed and isolated for 3 hours per day during the light phase in 8 oz. Dixie cups with bedding and nest material. Pups not selected for maternal separation remained with the dam and other littermates during this time. On postnatal day 21, pups were weaned and housed with same-sex littermates with 2–4 individuals per cage. Following treatments, mice belonged to one of four groups—control, ethanol, stress, or ethanol + stress.

### Hippocampal Dissection and DNA Isolation

Male mice were sacrificed *via* carbon dioxide asphyxiation and cervical dislocation on postnatal day 70. The hippocampus was dissected from the whole brain as described previously (Spijker, 2011). With samples stored in phosphate-buffered saline (PBS), snap-frozen in liquid nitrogen, and kept at −80°C. Samples were ground by pestle over liquid nitrogen to create a powder. Stages of buffer RLT (Qiagen, Valencia, CA) were added and mixed by pipetting. Sampled were centrifuged after a 10-min incubation period. The supernatant was loaded onto AllPrep DNA spin columns and the AllPrep DNA/RNA Mini Kit Protocol (Qiagen, Valencia, CA) was followed to isolate DNA and RNA from the same sample. DNA quantification was determined by NanoDrop 2000c Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE).

### MeDIP-Seq

Three DNA samples were randomly selected from each treatment group (12 total DNA samples from individual mice processed separately) and sent on dry ice to Arraystar Inc. (Rockville, MD), with one sample per group as an input sample for sequence control. DNA was quantified by NanoDrop 1000 (Thermo Fisher Scientific, Wilmington, DE), then fragmented to a range of 200–1,500 bp using a Diagenode Bioruptor, end-repaired, and 3' adenylated for ligation of genomic adapters. Fragments were immunoprecipitated by anti-5-methylcytosine antibody, then PCR amplified. AMPure XP beads were used to select fragments from 300–800 bp, then quantified by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Following denaturation with 0.1 M NaOH, single-stranded DNA molecules were captured and amplified *in situ* on an Illumina flow cell. Libraries were sequenced on the Illumina HiSeq 4000 platform using the HiSeq 3000/4000 SBS Kit (300 cycles) protocol, then Off-Line Basecaller (OLB V1.8) was used for base calling. Reads were aligned to the mouse genome (UCSC MM10) using HISAT2 (V2.1.0) (Kim et al., 2015) after passing the Solexa CHASTITY quality filter and resulting BED files were used for differential methylation analysis. Sequences have been made available at GEO accession number GSE137984.

### Differential Methylation Analysis

Aligned reads from HISAT2 were used for peak calling using Model-based analysis for ChIP-Seq (MACS) (version 1.4.2) (Zhang et al., 2008), where enriched regions (peaks) for each sample were identified by comparison to input background samples for each group using a dynamic Poisson distribution (*q* < 10^-5^). MeDIP enriched regions were annotated to the nearest gene using UCSC RefSeq, with differentially methylated regions (DMRs) in the promoter of known genes for Ethanol vs. Control, Stress vs. Control, as well as Ethanol + stress vs. Control identified by diffReps (cut-off: log_2_FC = 1.0, *p* = 10^-4^) (Shen et al., 2013). Promoter regions are defined here as 2,000 bp upstream and downstream from the transcription start site of a gene. Generalized hypergeometric tests for enrichment of gene ontology (GO) terms and Kyoto encyclopedia of genes and genomes (KEGG) pathways were used for genes represented by promoter DMRs for each treatment group using goana and kegga functions in the limma software package (Ritchie et al., 2015) in R, filtered by significance (*p* < 0.05).

### Comparison to Transcriptome Analysis

Genes represented by promoter DMRs for each treatment group were compared to previously reported transcript-level expression analysis from an RNA-Seq experiment using RNA isolated from the same samples (Alberry et al., 2019). Briefly, RNA-Seq was carried out by The Centre for Applied Genomics (The Hospital for Sick Children, Toronto, Ontario, Canada). Paired-end reads were pseudo-aligned to version 38 of the Ensembl mouse transcriptome *via* kallisto (Bray et al., 2016) and differential expression analysis was determined using sleuth (Pimentel et al., 2017; Yi et al., 2018). Gene lists used here were filtered by significance (*p* < 0.01), resulting in a list of 164 unique transcripts altered following ethanol exposure, 116 for stress, and 217 for the combination of ethanol + stress. Sequence data for the RNA-Seq experiment is available at the Gene Expression Omnibus (GEO), accession number GSE133369.

## Results

Hippocampal DNA samples from adult males (postnatal day 70) for each of four groups of mice representing a control group with no experimental interventions, an ethanol group that faced prenatal ethanol exposure, a stress group that faced postnatal maternal separation stress, and an ethanol + stress group subject to both treatments (see methods for specific details). DNA methylation profiles were assessed *via* MeDIP-Seq to determine how treatment groups differ from controls.

### DNA Methylation Changes Following Different Treatments

DMRs (DMRs) were determined for each experimental treatment group compared to controls, then associated with annotated genes *via* proximity to transcription start sites. Promoter regions are defined here as 2 kb upstream or downstream from the transcription start site of a gene, with genes with promoter DMRs considered for this analysis. In this way, several DMRs considered spatially distinct can be present in the promoter region of a single or multiple gene(s). A gene implicated by more than one DMR is considered separately when the DMRs are in opposition, but only once if the DMRs are in the same direction. Using promoter DMRs, 1,264 genes are implicated by prenatal ethanol treatment (**Figure 1A**, details in **Supplementary Table 1**). Following postnatal maternal separation stress, 1,472 genes are represented by promoter DMRs (**Figure 1B**, details in **Supplementary Table 2**). When mice faced both ethanol + stress, 958 genes are implicated by promoter DMRs (**Figure 1C**, details in **Supplementary Table 3**). Interestingly, while the ethanol group has a similar number of genes implicated by hypo- and hypermethylated promoter DMRs, the stress group genes are represented by 73% hypomethylated promoter DMRs. Genes implicated by promoter DMRs in the ethanol + stress group are also more evenly distributed between hypo- and hypermethylated. While a single DMR is either hypo- or hypermethylated, a single gene may be represented by multiple DMRs with different states. There are between 16 and 29 genes in each comparison that are implicated by both hypo- and hypermethylation of promoter DMRs.

**Figure 1:**
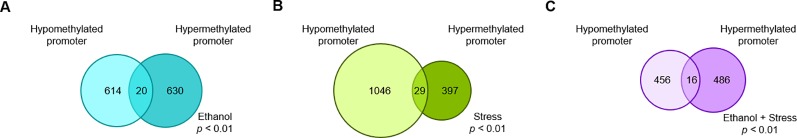
The number of genes with significant (*p* < 0.01) promoter DNA methylation changes following **(A)** prenatal ethanol treatment, **(B)** early life stress treatment, or **(C)** the combination of prenatal ethanol treatment and early life stress as compared to controls.

Hypo- and hypermethylated DMR-associated genes for each treatment group were analyzed separately for GO and KEGG pathway enrichment. In the ethanol group, genes related to voltage-gated calcium channel activity tended to be hypomethylated at their promoter regions (*p* < 0.007) (**Table 1**). In addition, brain-related terms including NMDA receptor activity (*p* = 0.001), positive regulation of behavior (*p* = 0.002), circadian rhythm (*p* = 0.003), and apical dendrite (*p* = 0.03) were all biological processes overrepresented by genes with hypomethylated promoters following ethanol exposure. Interestingly, components responsible for transcriptional regulation are also implicated by genes with hypomethylated promoters, including PRC1 complex (*p* = 4.04 x 10^-4^), transcription factor TFIID complex (*p* = 0.03), and RNA polymerase II transcription factor complex (*p* = 0.046). Genes related to phosphoinositide kinase (*p* < 0.02) and cytoskeleton regulation (*p* = 0.005) were hypermethylated at their promoter regions following prenatal ethanol exposure. In the stress group, genes important for histone modifications (*p* < 0.01) and neuronal organization (*p* = 0.007) were overrepresented by genes with hypomethylated promoters (**Table 2**). Conversely, genes with hypermethylated promoters following stress are important for cytokine interactions (*p* < 0.006). When mice faced both ethanol + stress, genes important for neuron migration (*p* < 0.005) were hypomethylated at their promoters (**Table 3**). As with stress alone, the combination of ethanol + stress results in promoter hypermethylation for genes responsible for cytokine interactions (*p* < 0.01).

**Table 1:** Top five most significantly (*p* < 0.05) overrepresented gene ontology (GO) terms and Kyoto encyclopedia of genes and genomes (KEGG) pathways represented by either hypo- or hypermethylated differentially methylated region (DMR)-associated genes implicated by Ethanol treatment compared to control (*p* < 0.01).

Hypomethylated	p-value	Hypermethylated	p-value
Term		Term	
**Molecular function**			
hydrolase activity, hydrolyzing O-glycosyl compounds	0.001	phosphatidylinositol bisphosphate kinase activity	0.001
voltage-gated cation channel activity	0.005	phosphatidylinositol-4,5-bisphosphate 3-kinase activity	0.002
voltage-gated calcium channel activity	0.007	phosphatidylinositol 3-kinase activity	0.003
high voltage-gated calcium channel activity	0.007	1-phosphatidylinositol-3-kinase activity	0.014
protein tyrosine kinase activity	0.008	C3HC4-type RING finger domain binding	0.015
**Biological process**			
regulation of cation channel activity	8.71E-05	regulation of transport	0.004
regulation of NMDA receptor activity	0.001	photoreceptor cell development	0.005
positive regulation of behavior	0.002	eye photoreceptor cell development	0.006
regulation of skeletal muscle cell differentiation	0.002	lymphocyte differentiation	0.010
positive regulation of circadian rhythm	0.003	anion transport	0.010
**Cellular component**			
PRC1 complex	4.04E-04	unconventional myosin complex	0.026
apical dendrite	0.025	proton-transporting V-type ATPase complex	0.048
transcription factor TFIID complex	0.026		
nuclear ubiquitin ligase complex	0.043		
RNA polymerase II transcription factor complex	0.046		
**KEGG pathway**			
PPAR signaling pathway	0.018	Carbohydrate digestion and absorption	0.003
Hypertrophic cardiomyopathy (HCM)	0.019	Regulation of actin cytoskeleton	0.005
Fructose and mannose metabolism	0.024	Pyrimidine metabolism	0.011
Arrhythmogenic right ventricular cardiomyopathy (ARVC)	0.027	Focal adhesion	0.013
Glycosaminoglycan degradation	0.028	Glyoxylate and dicarboxylate metabolism	0.017

**Table 2:** Top five most significantly (*p* < 0.05) overrepresented gene ontology (GO) terms and Kyoto encyclopedia of genes and genomes (KEGG) pathways represented by either hypo- or hypermethylated differentially methylated region (DMR)-associated genes implicated by Stress treatment compared to control (*p* < 0.01).

Hypomethylated	p-value	Hypermethylated	p-value
Term		Term	
**Molecular function**			
SUMO-specific protease activity	0.005	voltage-gated potassium channel activity in ventricular cardiac muscle cell action potential repolarization	4.96E-04
protein-arginine omega-N asymmetric methyltransferase activity	0.007	voltage-gated potassium channel activity involved in cardiac muscle cell action potential repolarization	0.002
nonmembrane spanning protein tyrosine kinase activity	0.009	oxidoreductase activity, acting on NAD(P)H, quinone or similar compound as acceptor	0.004
histone-arginine N-methyltransferase activity	0.010	cytokine activity	0.006
arginine N-methyltransferase activity	0.014	peptidyl-proline 4-dioxygenase activity	0.006
**Biological process**			
histone methylation	0.003	positive regulation of protein secretion	3.88E-04
smooth muscle contraction	0.005	regulation of macrophage cytokine production	0.001
apoptotic nuclear changes	0.007	ventricular cardiac muscle cell membrane repolarization	0.001
regulation of microtubule cytoskeleton organization	0.007	positive regulation of cytokine secretion	0.001
neuron projection extension in neuron projection guidance	0.007	cardiac muscle cell membrane repolarization	0.001
**Cellular component**			
multivesicular body membrane	0.005	multivesicular body	0.025
T cell receptor complex	0.009	T cell receptor complex	0.045
actin cytoskeleton	0.017	platelet alpha granule	0.045
multivesicular body	0.021		
cytoplasmic stress granule	0.024		
**KEGG pathway**			
Chemokine signaling pathway	0.020	Cytokine-cytokine receptor interaction	1.34E-06
		Neuroactive ligand-receptor interaction	0.008
		Antigen processing and presentation	0.013
		TGF-beta signaling pathway	0.013
		Hematopoietic cell lineage	0.015

**Table 3:** Top five most significantly (*p* < 0.05) overrepresented gene ontology (GO) terms and Kyoto encyclopedia of genes and genomes (KEGG) pathways represented by either hypo- or hypermethylated differentially methylated region (DMR)-associated genes implicated by combined Ethanol + Stress treatments compared to control (*p* < 0.01).

Hypomethylated	p-value	Hypermethylated	p-value
Term		Term	
**Molecular function**			
acetylglucosaminyltransferase activity	0.001	anion transmembrane transporter activity	0.005
Rho guanyl-nucleotide exchange factor activity	0.014	inorganic anion transmembrane transporter activity	0.008
ether hydrolase activity	0.014	organic anion transmembrane transporter activity	0.009
phosphofructokinase activity	0.014	cytokine receptor activity	0.011
transmembrane receptor protein tyrosine kinase activity	0.015	extracellular ATP-gated cation channel activity	0.012
**Biological process**			
mRNA polyadenylation	4.50E-04	positive regulation of calcium-mediated signaling	0.006
RNA polyadenylation	0.001	monocarboxylic acid metabolic process	0.006
regulation of neuron migration	0.001	sphingosine-1-phosphate signaling pathway	0.009
positive regulation of neuron migration	0.002	amylin receptor signaling pathway	0.009
neuron projection extension	0.005	response to insulin	0.009
**Cellular component**			
L-type voltage-gated calcium channel complex	0.011	integral component of nuclear inner membrane	0.003
azurophil granule membrane	0.013	extrinsic component of external side of plasma membrane	0.012
		G-protein coupled receptor dimeric complex	0.020
		brush border membrane	0.035
**KEGG pathway**			
		Cytokine-cytokine receptor interaction	1.68E-05
		Hematopoietic cell lineage	0.001
		Mucin type O-glycan biosynthesis	0.001
		JAK-STAT signaling pathway	0.003
		Dilated cardiomyopathy (DCM)	0.026

### DNA Methylation Patterns Are Shared by Different Treatments

While genes implicated by promoter DMRs are unique to each treatment, there are regions of overlap between treatments (**Figure 2**). 120 genes are implicated by promoter DMRs following ethanol, stress, as well as ethanol + stress (**Figure 2A**). When directionality is considered, there are 85 genes implicated by hypomethylated promoter DMRs in all three treatment groups (**Figure 2B**). Finally, there are 19 genes implicated by hypermethylated promoter DMRs in all three treatment groups (**Figure 2C**). Genes consistently implicated by promoter DMR hypomethylation tend to be important for histone methylation (*p* < 0.04) and cyclic adenosine monophosphate (cAMP) protein kinase activity (*p* < 0.04) (**Table 4**). Conversely, genes implicated by promoter DMR hypermethylation are important for ion channel activity (*p* < 0.007) as well as neuroactive ligand-receptor interactions (*p* = 0.04) and chemokine signaling (*p* < 0.003).

**Figure 2:**
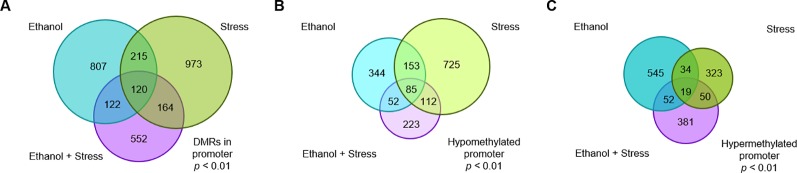
The number of genes with significant promoter DNA methylation changes shared following prenatal ethanol treatment, early life stress, or the combination of ethanol + stress with **(A)** all genes grouped together, **(B)** genes with hypomethylated promoters grouped together, and **(C)** genes with hypermethylated promoters grouped together.

**Table 4:** Top five most significantly (*p* < 0.05) overrepresented gene ontology (GO) terms and Kyoto encyclopedia of genes and genomes (KEGG) pathways represented by either hypo- or hypermethylated differentially methylated region (DMR)-associated genes implicated by all three treatment categories—Ethanol, Stress, and combined Ethanol + Stress compared to control (*p* < 0.01).

Hypomethylated	p-value	Hypermethylated	p-value
Term		Term	
**Molecular function**			
cAMP-dependent protein kinase regulator activity	0.029	ATP-gated ion channel activity	0.007
protein-arginine omega-N asymmetric methyltransferase activity	0.034	extracellular ATP-gated cation channel activity	0.007
histone-arginine N-methyltransferase activity	0.038	nucleotide receptor activity	0.007
cAMP-dependent protein kinase inhibitor activity	0.038	purinergic receptor activity	0.008
arginine N-methyltransferase activity	0.042	mannose binding	0.010
**Biological process**			
endosome to lysosome transport *via* multivesicular body sorting pathway	0.025	mesodermal cell fate commitment	0.006
phagosome-lysosome fusion	0.025	bone resorption	0.008
choline catabolic process	0.025	neuromuscular process controlling balance	0.013
regulation of protein metabolic process	0.027	neuromuscular process	0.015
regulation of high voltage-gated calcium channel activity	0.029	response to interferon-alpha	0.016
**Cellular component**			
L-type voltage-gated calcium channel complex	0.029	integral component of nuclear inner membrane	0.011
perinuclear endoplasmic reticulum	0.034	multivesicular body	0.028
**KEGG pathway**			
		Chemokine signaling pathway	0.001
		Cytokine-cytokine receptor interaction	0.003
		Neuroactive ligand-receptor interaction	0.042

### DNA Methylation Alterations in Relation to Gene Expression

Since hippocampal transcriptome profiles exist for these mice, genes implicated by altered promoter methylation could be compared to genes with altered transcription. 

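Hippocampal RNA of 12 C57BL/6 mice was sequenced, with 3 mice each in the control, ethanol, stress and ethanol + stress groups. The dams of ethanol mice were offered 10% ethanol in water, and stress pups were kept apart from dam and littermates for 3 h per day from postnatal day 2 to 14. Tissue was taken at postnatal day 70, and stranded libraries were made from total RNA after removal of rRNA. The authors assigned paired-end reads to Ensembl mouse transcripts with kallisto, which divides read pairs that fit several transcripts among them by an estimate. The deposited values are TPM per transcript, a measure of abundance corrected for length, already scaled between libraries. They sum to between 889222 and 1173649.8 per library, with medians of 951930.1 in control, 1005251 in ethanol, 977289 in stress and 1126489.7 in ethanol + stress mice. TPM are not read counts, but the low values of genes with a single transcript lie near whole multiples of a step, and 74.7% to 78.7% of these values per library came out as whole read pairs. By that step the libraries hold between 12080000 and 15000000 read pairs, with medians of 12990000 in control, 14290000 in ethanol, 14450000 in stress and 14260000 in ethanol + stress mice. A value worth 3 read pairs or fewer was treated as lying at the floor of its library. Of 115270 transcripts, 113580 were matched to the GENCODE annotation of GRCm38, the build also named mm10, and 22618 were listed at 0 in all 12 libraries. An exact 0 can be a failed estimate, so transcripts with a 0 are given library by library. The 59852 transcripts at 0.1 TPM or more in at least 6 libraries were tested as log2(TPM + 0.5), a scale that understates the change of low transcripts. One limma model of the 4 groups was fitted, each treatment was compared with control by a two-sided test, and transcripts with an unadjusted p under 0.01 were called, the threshold of the paper's lists. Chance alone would give 599 calls per comparison if p values of unchanged transcripts were uniform. In data simulated for the ethanol comparison, 703 unchanged transcripts were called, so calls somewhat above 599 do not show a change. Adjusted p values are those of limma after Benjamini-Hochberg adjustment over all tested transcripts, and a Bonferroni adjustment over the tested transcripts of a gene is given for the genes of Table 5. The summed TPM of each gene was tested in the same way, although such a sum also changes when read pairs move between isoforms of different length. Genes with promoter DMRs were taken from the supplementary tables, which list 1264 genes for ethanol and 958 for ethanol + stress. For stress the paper gives 1472 genes and the table used here holds 2 fewer, so no overlap was tested for that group. The MeDIP-Seq libraries behind these lists were not analysed here. In the supplementary tables 4 of 1342 DMRs for ethanol and 1 of 1018 for ethanol + stress have a q under 0.05. The overlap and set tests thus bear on lists made at an unadjusted p.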

The number of genes represented by altered promoter methylation following each treatment is represented by the direction of transcriptional change following the RNA-Seq study previously reported are presented here (**Table 5**). While many genes are included for comparison, the overlap between genes implicated by altered DNA methylation and transcription is minimal. 

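The overlap was tested over the 15795 genes with a tested transcript that are protein-coding in RefSeq or hold a listed promoter DMR. Of these, 669 had a called transcript in ethanol mice and 898 had a promoter DMR. These lists shared 32 genes where 38 would be shared by chance (odds ratio 0.827, two-sided Fisher's exact test, p = 0.348). For ethanol + stress, 652 genes with a called transcript and 667 with a promoter DMR shared 30 genes where chance gives 27.5 (odds ratio 1.1, p = 0.618 by the same exact test). Random lists matched on expression shared a median of 35 genes with the ethanol DMR list (95% between 25 and 46) and of 24 genes with the ethanol + stress DMR list (16 to 34), so that both observed counts lie within these ranges. In ethanol mice, 14 shared genes were hypomethylated with higher and 2 with lower expression, and 9 were hypermethylated with higher and 8 with lower expression, where a gene with DMRs of both kinds counts in both. In ethanol + stress mice these counts were 10, 4, 4 and 12. These counts depend on single libraries. The 14 became 9 without control replicate 2, and the 2 became 0 without control replicate 1, 1 without control replicate 3, 4 without ethanol replicate 1 and 5 without ethanol replicate 2 or 3. The 4 counts of ethanol + stress were 13, 16, 5 and 12 without replicate 1 of that group, 6, 1, 2 and 10 without replicate 2 and 7, 8, 5 and 8 without replicate 3. Without control replicates 1, 2 and 3 in turn they were 9, 5, 4 and 7, then 8, 5, 7 and 7, then 8, 5, 1 and 5. The shared genes with the smallest p were Specc1, Acss1, Spata6, Nr1d2 and Eif4g1 in ethanol mice, and Unc119, Gas7, Specc1, Zmynd8 and Arhgef2 in ethanol + stress mice. The Nr1d2 transcript was at or under the floor in both groups. With a call at p under 0.05 the lists shared 126 genes for ethanol and 116 for ethanol + stress. For ethanol + stress, 19 genes were shared without control replicate 3 (exact p = 0.154) and 19 without ethanol + stress replicate 2 (exact p = 0.448). Genes with a promoter DMR were also tested as sets with limma's camera on the gene sums, with no threshold on expression. For ethanol the 470 hypomethylated genes had a median log2 fold change of 0.02, against 0.02 for the other genes, and the 469 hypermethylated genes one of 0.03. For ethanol + stress the medians were 0.03 for 339 hypomethylated and 0.03 for 360 hypermethylated genes, against 0.02 for the other genes. No set passed 0.05, each of the 4 with the same adjusted p = 0.844 (Benjamini-Hochberg), and none did with limma's fry or with a correlation estimated from the data. From the few genes its lists shared, the paper turns to the single genes whose promoter methylation and expression changed in opposite directions, and to their functions in the brain (Table 6).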

For ethanol mice, 1,264 genes with promoter DMRs were compared to the previously reported 164 unique transcripts altered in these samples. 

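In ethanol mice, 752 transcripts of 713 genes were called, 536 with higher and 216 with lower expression than in control mice (71.3% higher). No transcript had an adjusted p under 0.05 (limma, Benjamini-Hochberg, lowest adjusted p = 0.179), and 3249 had an unadjusted p under 0.05. The number under 0.05 was 1 without control replicate 2 and as many without control replicate 3, 2 with a pseudocount of 0.1, 12 with a filter on the mean, 35 with no filter and 3 with recovered read pairs, a setting chosen after the data were seen. At least 1 of the 12 libraries listed a 0 for 547 of the called transcripts, or 72.7%, against 40% of the transcripts tested. With gene sums in place of transcripts, 125 of 18434 genes were called and 184 would be by chance at uniform p values. With a trend over transcript length removed from each library, 49.6% of the calls were higher, and with recovered read pairs 53.5%, both settings chosen after the data were seen. Without ethanol replicate 2, 593 transcripts were called, 59.4% of them higher. Known changes were also simulated for the same design, with independent noise and only in transcripts with a mean of 1 TPM or more. Of the 100 such transcripts changed by 2 on the log2 scale, 87% were called, and of the 100 changed by 1, 65% were. Of the unchanged transcripts, at any level tested, 1.18% were called. These shares do not give the power for transcripts under 1 TPM, in which no change was simulated.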

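Slc2a9 encodes a transporter of urate and sugars, and Blvrb an enzyme that reduces flavins and biliverdin. The Slc2a9 transcript with the smallest p was ENSMUST00000156272.7, which is protein-coding and has 5 exons on the minus strand of chromosome 5 (GRCm38, 38382057 to 38480182). It was listed at 0.282, 0 and 0 TPM in the control mice and at 1.62, 0.923 and 0.942 TPM in the ethanol mice, the latter worth 4.64, 2.3 and 2.87 read pairs. Every ethanol value lay above every control value, which has an exact permutation p of 0.1, the smallest that 3 mice against 3 allow. The transcript was called, with a log2 fold change of 1.49 (standard error 0.40, adjusted p = 0.697, Bonferroni-adjusted p = 0.0146 over 4 transcripts). All 3 control values and 2 of the ethanol values lie at or under the floor of 3 read pairs, so no lower bound above 1-fold can be given and the fitted size depends on the pseudocount. The call was lost without control replicate 2 or 3 (log2 fold change 1.38), without ethanol replicate 1 (1.30) and with a pseudocount of 0.1 (2.97). A longer transcript, ENSMUST00000067886.11, was listed at 0, 0 and 0.801 TPM in control and 0.815, 1.01 and 0.671 TPM in ethanol mice and was not called (log2 fold change 0.95, adjusted p = 0.866). The summed TPM of Slc2a9 was 2.29 ± 0.55 in control and 4.33 ± 0.709 in ethanol mice (SD, n = 3 each), a log2 fold change of 0.80. The sum was called, with an adjusted p = 0.997 over all genes. The DMR in the supplementary table, 38481041 to 38481660, lies 859 bp from the start of ENSMUST00000156272.7. For Blvrb the transcript with the smallest p was ENSMUST00000108357.7, protein-coding with 5 exons on the plus strand of chromosome 7 (27452418 to 27465984). It was listed at 0.147, 0 and 0 TPM in control and 2.23, 4.83 and 5.64 TPM in ethanol mice, at least 6.16-fold higher than the floor of the control libraries. The fitted log2 fold change was 3.04 (standard error 0.89, adjusted p = 0.74, Bonferroni-adjusted p = 0.0119 over 2 transcripts). Of the 6 fits that each left out a library, only that without ethanol replicate 1 called it (3.39). The log2 fold changes were 3.16 without control replicate 1, 2.97 without control replicate 2 or 3, 2.91 without ethanol replicate 2 and 2.81 without ethanol replicate 3. Summed over its transcripts, Blvrb was at 13.8 ± 1.62 TPM in control and 15.9 ± 4.18 TPM in ethanol mice (SD, n = 3 each), a difference smaller than the spread between mice. The DMR of Blvrb in the supplementary table, 27449261 to 27449600, lies 2818 bp from the start of the transcript.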

There are two corresponding transcripts with hypomethylated promoters and increased expression, *Slc2a9*, solute carrier family 2 (facilitated glucose transporter), member 9, and *Blvrb*, biliverdin reductase B (flavin reductase (NADPH)). Conversely, for hypermethylated promoters, there are two transcripts with decreased expression following PAE, *Eif4g1*, eukaryotic translation initiation factor 4, gamma 1, and *Myo6*, myosin VI.

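The called transcript of Eif4g1, ENSMUST00000132320.7, is annotated as a retained intron and has 26 exons on the plus strand of chromosome 16 (GRCm38, 20678276 to 20692881). Its TPM was 5.35, 7.74 and 6.83 in the control mice and 0.00358, 0.165 and 3.04 in the ethanol mice, so the ethanol mice differed widely among themselves. From control it changed by a log2 fold change of -2.74 (standard error 0.61, adjusted p = 0.527, Bonferroni-adjusted p = 0.013 over 14 transcripts). Each of the 6 fits that left out a library called it, with log2 fold changes from -3.61 to -2.21. This transcript holds 4.76% of the summed TPM of Eif4g1 over all libraries, but averaged 6.64 TPM in control mice. The sum was 96.4 ± 5.14 TPM in control and 89.3 ± 23.3 TPM in ethanol mice (SD, n = 3 each), a difference smaller than the spread. The hypermethylated DMR, 20671221 to 20671520, lies 6756 bp from the start of this transcript. For Myo6 the called transcript was ENSMUST00000076140.3, protein-coding with 32 exons on the plus strand of chromosome 9 (80217637 to 80311729). Its values were 2.3, 0.686 and 1.2 TPM in control mice, and it was listed at 0.591, 0 and 0 TPM in ethanol mice. The log2 fold change was -1.46 (standard error 0.40, adjusted p = 0.697, Bonferroni-adjusted p = 0.0409 over 11 transcripts). Without control replicate 1 the log2 fold change was -1.13 and without ethanol replicate 2 or 3 it was -1.27, and none of these fits called the transcript, nor did a model of only the control and ethanol groups. The transcript holds 1.29% of the summed TPM of Myo6 over all libraries. That sum was 69.7 ± 3.45 in control and 68 ± 8.65 in ethanol mice (SD, n = 3 each). The DMR of Myo6, 80164241 to 80164600, is near the start that the supplementary table gives for the gene, 80165033, and lies 53037 bp from the start of the called transcript.

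**Figure D1:**
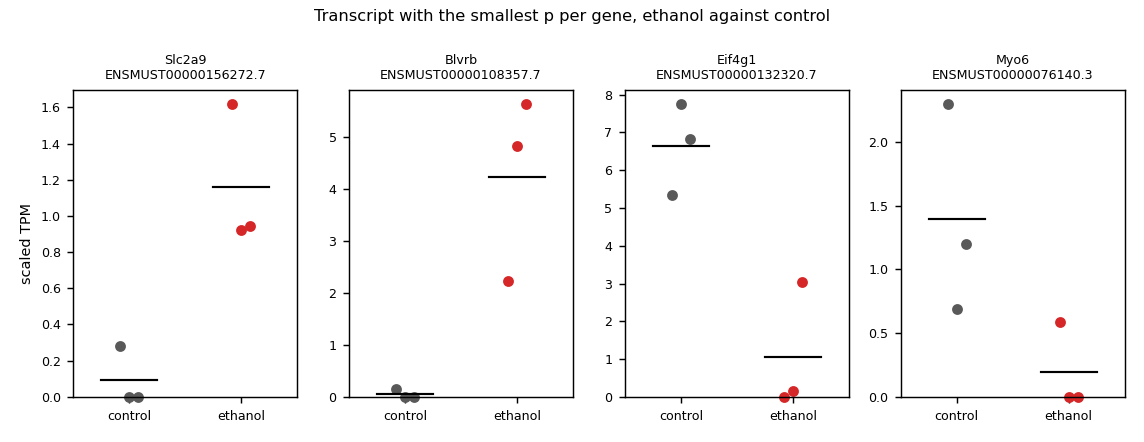
Scaled TPM of the transcript with the smallest p for Slc2a9, Blvrb, Eif4g1 and Myo6 in each of 3 control and 3 ethanol mice, where points are mice and horizontal lines are group means. The Eif4g1 points of the ethanol mice spread from 0.00358 to 3.04 TPM.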

**Table 5:** Relevant genes through the complementary direction, increase (↑) or decrease (↓) of methylation and gene expression changes compared to control for genes differentially expressed with promoter differentially methylated regions (DMRs).

	Direction				Methylation				Expression		
Group	Methylation	Gene expression	Number of genes	Gene name	DMR locus	fold change	p–value		beta	p–value	
				*Slc2a9*	chr5:38481041-38481660	−1.80	0.006		2.576	0.005	
		↑	2								
	↓			*Blvrb*	chr5:38481041-38481660	−1.80	0.006		2.576	0.005	
		↓	0	–	–	–	–		–	–	
		–	632	–	–	–	–		–	–	
Ethanol											
				*Eif4g1*	chr16:20671221-20671520	inf	0.003		−3.487	0.008	
		↓	2								
	↑			*Myo6*	chr9:80164241-80164600	3.03	0.009		−3.625	0.001	
		↑	0	–	–	–	–		–	–	
		–	648	–	–	–	–		–	–	
				Arpp21	chr9:112234421-112234980	−3.79	0.002		2.253	0.006	
		↑	3	*Mark2*	chr19:7340121-7341000	−2.03	0.001		3.413	0.003	
	↓			Rab33b	chr3:51485781-51486080	-inf	0.003		2.830	0.009	
Stress		↓	2	–	–	–	–		–	–	
		–	1070	–	–	–	–		–	–	
		↓	1	*Slc39a11*	chr11:113567341-113567720	3.33	0.010		−2.768	0.009	
	↑	↑	0	–	–	–	–		–	–	
		–	425	–	–	–	–		–	–	
				*Arpp21*	chr9:112184321-112185360	−1.05	0.006		2.663	0.001	
		↑	3	*Dlg3*	chrX:100773301-100773560	-inf	0.009		3.123	0.001	
	↓			*Pinx1*	chr14:63859301-63859580	-inf	0.007		0.439	0.005	
		↓	2	–	–	–	–		–	–	
Ethanol + Stress		–	467	–	–	–	–		–	–	
				*Slu7*	chr11:43434381-43434620	inf	0.004		−0.459	0.007	
		↓	2								
	↑			*Unc119*	chr11:78341401-78341900	1.90	0.006		−3.900	0.004	
		↑	1	–	–	–	–		–	–	
		–	499	–	–	–	–		–	–	

– Indicates data is not applicable or not provided for clarity.

In the stress group, 1,472 genes with promoter DMRs were compared to the 116 unique transcripts altered in these samples. 

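In stress mice, 547 transcripts of 524 genes were called, fewer than chance alone would give, 299 of them higher and 248 lower than in control mice. No adjusted p was under 0.05 (limma, lowest adjusted p = 0.192), and 2320 transcripts had an unadjusted p under 0.05. Under other settings 4 (filter on the mean), 15 (no filter), 6 (recovered read pairs, chosen after the data were seen), 2 (without control replicate 2) or 1 (without control replicate 3 or stress replicate 1) were. Called transcripts with a 0 in any library numbered 409, or 74.8%. As gene sums, 94 genes were called. The log2 fold changes of stress and ethanol mice correlated with r = 0.484 (Pearson, across transcripts, which are not independent replicates). Both comparisons use the same 3 control mice, and 100 simulations of unchanged groups against such shared controls gave a mean r of 0.5, between 0.486 and 0.516.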

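Arpp21 encodes a phosphoprotein regulated by cyclic AMP, Mark2 a kinase of microtubule-associated proteins and Rab33b a small GTPase of the Golgi apparatus. In stress mice, Rab33b had a called transcript, and Arpp21 and Mark2 had none. The Arpp21 transcript with the smallest p, ENSMUST00000162533.7, is a processed transcript of 5 exons on the minus strand of chromosome 9 (GRCm38, 112182683 to 112186093). Listed at 1.71, 0 and 0 TPM in control and 2.63, 1.89 and 5.25 TPM in stress mice, it had a log2 fold change of 2.09 (standard error 0.87, adjusted p = 1, Bonferroni-adjusted p = 0.852 over 24 transcripts). A second Arpp21 transcript, ENSMUST00000178410.1, was listed at 0, 0.138 and 0 TPM in control and 0.804, 0.137 and 0.333 TPM in stress mice (log2 fold change 0.71, adjusted p = 1). The summed TPM of Arpp21 was 139 ± 2.24 in control and 137 ± 27.1 in stress mice (SD, n = 3 each), a log2 fold change of -0.04. The DMR of Arpp21 in stress mice, 112234421 to 112234980, lies 48328 bp from the start of the first transcript. For Mark2 the transcript was ENSMUST00000025921.14, protein-coding with 18 exons on the minus strand of chromosome 19 (7276759 to 7295447). It was listed at 0 in the 3 control mice and at 0.901, 0.438 and 0.578 TPM in the stress mice, at least 4.5-fold above the floor of the control libraries. The fitted log2 fold change was 1.17 (standard error 0.40, adjusted p = 1, Bonferroni-adjusted p = 0.141 over 10 transcripts), and the transcript was called with the control and stress groups alone in the model. It was also called with recovered read pairs (4.89), a setting chosen after the data were seen. It holds 1.15% of the summed TPM of Mark2 over all libraries. That sum was 29.3 ± 0.313 in control and 31.9 ± 3.38 in stress mice (SD, n = 3 each). The DMR of Mark2, 7340121 to 7341000, lies 44674 bp from the start of the transcript. The Rab33b transcript ENSMUST00000195715.1 is a processed transcript of 2 exons on the plus strand of chromosome 3 (51483920 to 51494095). It was listed at 0, 0 and 0.716 TPM in control and 1.4, 3.29 and 4.85 TPM in stress mice. Its log2 fold change was 2.33 (standard error 0.51, adjusted p = 0.837, Bonferroni-adjusted p = 0.00243 over 3 transcripts), and it was called in all 6 fits that each left out a library. Over the whole gene, Rab33b was at 23.4 ± 0.795 TPM in control and 24.7 ± 2.47 TPM in stress mice (SD, n = 3 each). The DMR of Rab33b, 51485781 to 51486080, lies 1861 bp from the start of the transcript.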

There are three genes with hypomethylated promoters and increased transcript expression, *Arpp21*, cyclic AMP-regulated phosphoprotein, 21, *Mark2*, microtubule affinity regulating kinase 2, and *Rab33b*, RAB33B, member RAS oncogene family. 

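For Slc39a11, which encodes a zinc transporter, the transcript with the smallest p was ENSMUST00000042657.15. It is protein-coding, with 11 exons on the minus strand of chromosome 11 (GRCm38, 113244853 to 113565768), and its start lies 1573 bp from the DMR at 113567341 to 113567720. Its TPM was 2.03, 0.966 and 1.41 in the control mice, and it was listed at 0, 1.37 and 0 in the stress mice, so that stress replicate 2 lay within the control values. The transcript was not called, with a log2 fold change of -1.31 (standard error 0.54, adjusted p = 1, Bonferroni-adjusted p = 0.201 over 6 transcripts). Without stress replicate 2 it was called, with a log2 fold change of -1.94, and the other 5 fits that each left out a library did not call it, with log2 fold changes from -1.50 to -0.99. The summed TPM of Slc39a11 was 20.9 ± 1.5 in control and 20.2 ± 1.96 in stress mice (SD, n = 3 each), a log2 fold change of -0.05.

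**Figure D2:**
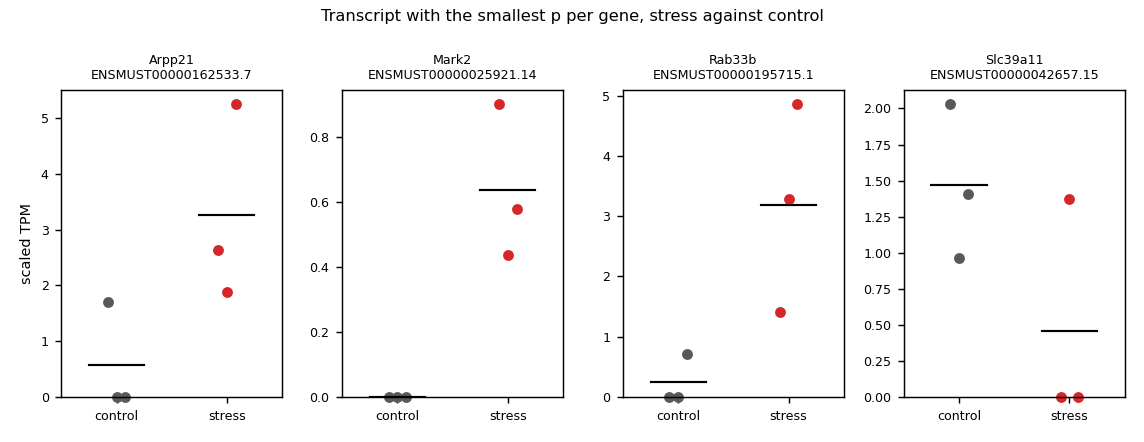
Scaled TPM of the transcript with the smallest p for Arpp21, Mark2, Rab33b and Slc39a11 in each of 3 control and 3 stress mice, where points are mice and horizontal lines are group means. The Slc39a11 value of 1.37 TPM in a stress mouse lies among the control values.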

One gene, *Slc39a11*, solute carrier family 39 (metal ion transporter), member 11, is hypermethylated at its promoter and has reduced transcript expression following maternal separation.

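In ethanol + stress mice, 726 transcripts of 693 genes were called, 459 higher and 267 lower than in control mice (63.2% higher). Of these, 4 had an adjusted p under 0.05 (limma), those of Polr2a, Unc119, Tardbp and Shank2, each with an adjusted p of 0.0457. That number ranged from 0 to 33 over the settings run: it was 18 with a pseudocount of 0.1 and 0 with one of 1, 33 with no filter, and 0 with a replicate block or only the groups compared. It was 0 without control replicate 1 or ethanol + stress replicate 2, 2 without control replicate 2 or 3, 7 without ethanol + stress replicate 1 and 3 without replicate 3. The Shank2 transcript, which was singled out after its values were seen, rests on 2 read pairs or fewer per library. At least 1 library listed a 0 for 489 of the called transcripts (67.4%). Without ethanol + stress replicate 1 the number of calls rose to 1337, of which 421 were among the 726 and 48.4% were higher. The other 5 fits that each left out a library gave between 612 and 737 calls. With the values of each library rescaled to the same total 50.8% of the calls were higher, with the length trend removed 47%, and with recovered read pairs 49.4%, all settings chosen after the data were seen. Without ethanol + stress replicate 2 the share was 53.1% and without replicate 3 53.7%. As gene sums, 179 genes were called. Whether the effect of stress depends on ethanol was tested as the interaction in the same model, where 511 transcripts were called, none had an adjusted p under 0.05 (lowest adjusted p = 0.248), and 2432 had an unadjusted p under 0.05. For the interaction, 42 adjusted p values were under 0.05 with no filter, 2 with recovered read pairs and 1 without control replicate 3 or ethanol replicate 3. Across transcripts, the log2 fold changes of ethanol + stress mice correlated with those of ethanol mice (r = 0.543) and of stress mice (r = 0.492). Simulated unchanged groups sharing the controls gave 0.487 to 0.51 and 0.483 to 0.512. Random groups of 3 of the 9 treated libraries, set against the same controls, gave a wider range of 0.394 to 0.553. Both values lie within it, so 0.543 is no larger than other groupings of these mice give.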

For ethanol + stress mice, 958 genes with promoter DMRs were compared to the 217 unique transcripts altered in these samples. 

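In ethanol + stress mice the Arpp21 transcript with the smallest p was ENSMUST00000178410.1, which is protein-coding and has 5 exons on the minus strand of chromosome 9 (GRCm38, 112180032 to 112187926). It was listed at 0.586, 0.232 and 1.04 TPM in these mice, all above the control values, with a log2 fold change of 0.98 (standard error 0.35, adjusted p = 0.873, Bonferroni-adjusted p = 0.403 over 24 transcripts). The main model did not call it, but a pseudocount of 0.1 (log2 fold change 2.26) and the fit without ethanol + stress replicate 2 (1.25) did. The transcript holds 0.303% of the summed TPM of Arpp21 over all libraries. That sum was 122 ± 14.6 in ethanol + stress mice (SD, n = 3) and moved the opposite way, by a log2 fold change of -0.20 from control, but was not called. The DMR listed for Arpp21 in these mice, 112184321 to 112185360, lies 2566 bp from the start of the transcript. Dlg3 encodes a scaffold protein of the synapse, and its called transcript, ENSMUST00000147863.7, is annotated as a retained intron with 19 exons on the plus strand of chromosome X (100767995 to 100818410). It was listed at 0, 0.569 and 0 TPM in control and 0.864, 1.26 and 0.935 TPM in ethanol + stress mice. The log2 fold change was 1.23 (standard error 0.37, adjusted p = 0.808, Bonferroni-adjusted p = 0.0462 over 7 transcripts). Of the 6 fits that each left out a library, only that without control replicate 2 called it (1.59). The log2 fold change was 1.05 without control replicate 1 or 3, and 1.30, 1.12 and 1.26 without ethanol + stress replicates 1, 2 and 3. A model of only the control and ethanol + stress groups did not call it either. Its gene sum moved the opposite way, from 81.5 ± 1.34 TPM in control to 67 ± 20.6 TPM in ethanol + stress mice (SD, n = 3 each), by less than the spread between mice. The DMR of Dlg3, 100773301 to 100773560, lies 5306 bp from the start of the transcript. Pinx1 encodes an inhibitor of telomerase. Its protein-coding transcript ENSMUST00000022528.5 (7 exons, chromosome 14, 63860364 to 63919855) holds 99.8% of the summed TPM of the gene over all libraries. Its TPM rose from 6.51 ± 1.34 in control to 10.3 ± 2.42 in ethanol + stress mice (SD, n = 3 each), with every ethanol + stress value above every control value. With a log2 fold change of 0.62 (standard error 0.21, adjusted p = 0.849, Bonferroni-adjusted p = 0.0145 over 1 transcripts) it was not called, but it was without ethanol + stress replicate 1 (log2 fold change 0.78). The DMR of Pinx1, 63859301 to 63859580, lies 784 bp from the start of the transcript.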

Interestingly, *Arpp21* is also hypomethylated at its promoter and overexpressed following ethanol + stress treatment alongside two additional genes, *Dlg3*, discs large MAGUK scaffold protein 3, and *Pinx1*, PIN2/TERF1 interacting, telomerase inhibitor 1. Conversely, two genes share increased promoter methylation and decreased gene expression, *Slu7*, pre-mRNA-splicing factor SLU7, and *Unc119*, unc-119 lipid binding chaperone. 

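The Slu7 transcript with the smallest p was ENSMUST00000151880.7, protein-coding with 16 exons on the plus strand of chromosome 11 (GRCm38, 43433744 to 43445385). Its TPM was 20 ± 2.73 in control and 13.1 ± 3.87 in ethanol + stress mice (SD, n = 3 each), and the highest ethanol + stress value exceeded the lowest control value. It was not called, with a log2 fold change of -0.62 (standard error 0.21, adjusted p = 0.849, Bonferroni-adjusted p = 0.057 over 4 transcripts). Without ethanol + stress replicate 1 it was called, with a log2 fold change of -0.84. The summed TPM of Slu7 was 54.4 ± 1.53 in control and 54.3 ± 9.66 in ethanol + stress mice (SD, n = 3 each). The DMR of Slu7, 43434381 to 43434620, lies 637 bp from the start of the transcript. The Unc119 transcript ENSMUST00000100755.3 is protein-coding, with 5 exons on the plus strand of the same chromosome (78346666 to 78348979). It measured 3.03, 4.25 and 4.54 TPM in the control mice and was listed at 0 in the 3 ethanol + stress mice, at least 7.22-fold lower when these are set to the floor. The fitted log2 fold change was -3.13 (standard error 0.35, adjusted p = 0.0457, Bonferroni-adjusted p = 1.32e-05 over 6 transcripts), and the transcript was called in all 6 fits that each left out a library, with adjusted p values from 0.074 (without ethanol + stress replicate 1) to 0.197 (without control replicate 3). In ethanol mice the same transcript was listed at 0, 0 and 0.457 TPM (log2 fold change -2.82, adjusted p = 0.179). It holds 5.03% of the summed TPM of Unc119 over all libraries, but averaged 3.94 TPM in control mice. The sum was 31.6 ± 3.47 TPM in control and 35.5 ± 6.93 TPM in ethanol + stress mice (SD, n = 3 each). Its log2 fold change of 0.15 (standard error 0.14) has the opposite sign but lies within the spread between mice. The DMR of Unc119, 78341401 to 78341900, lies 4766 bp from the start of the transcript. Over the 13 pairs of gene and treatment in Table 5, the transcript with the smallest p was called in 7 and the gene sum in 1. The change of the sum had the opposite sign to that of the transcript in 4, and none of these sums was called. In 5 of the pairs the DMR lies within 2000 bp of the start of the transcript with the smallest p. From the start that the supplementary table gives for the gene, every DMR lies within 2000 bp, from 141 bp (Arpp21 in stress) to 1965 bp (Rab33b).

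**Figure D3:**
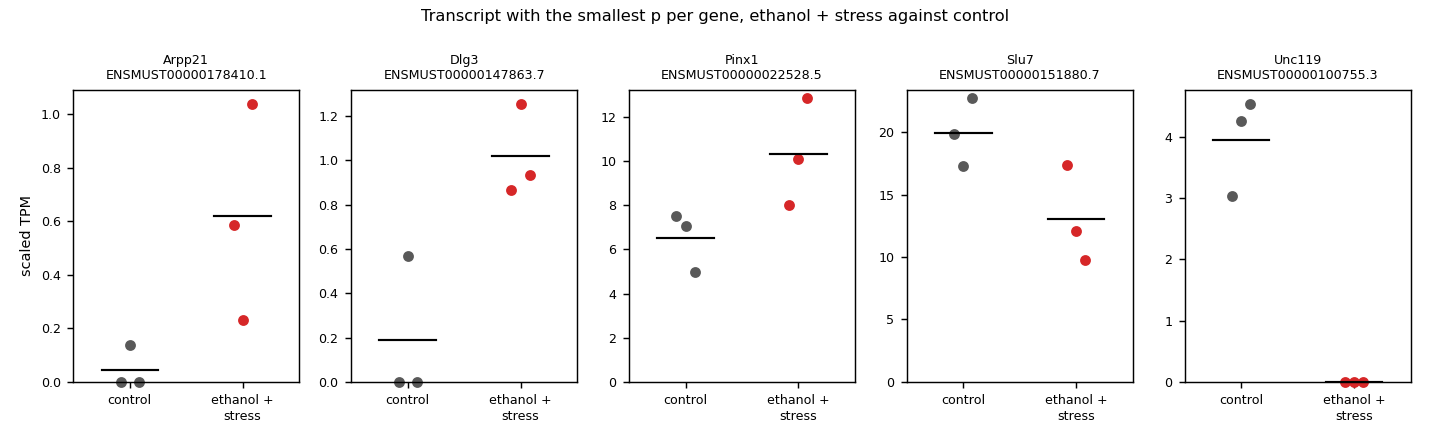
Scaled TPM of the transcript with the smallest p for Arpp21, Dlg3, Pinx1, Slu7 and Unc119 in each of 3 control and 3 ethanol + stress mice, where points are mice and horizontal lines are group means. Unc119 is listed at 0 in the 3 ethanol + stress mice.

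**Figure D4:**
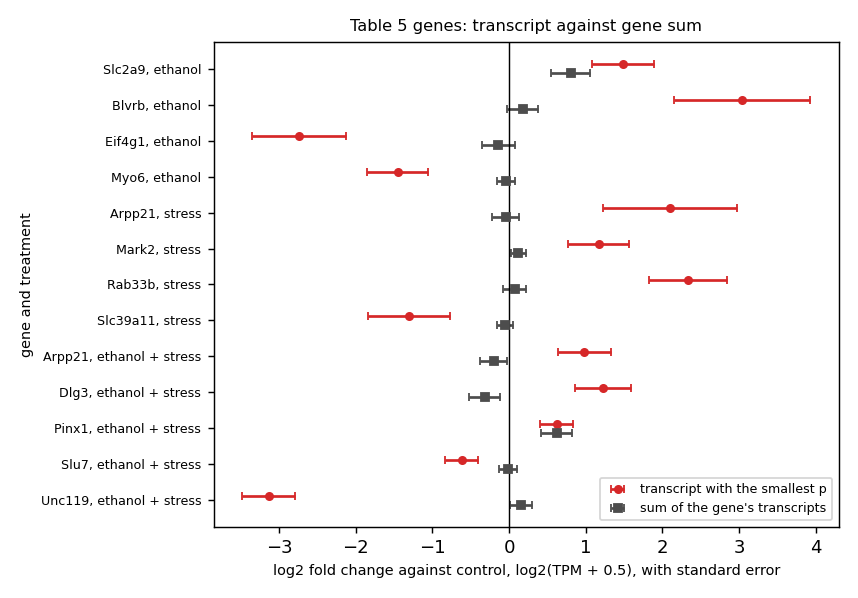
Log2 fold change against control on the log2(TPM + 0.5) scale, with standard errors as bars, of the transcript with the smallest p (circles) and of the sum of the gene's transcripts (squares) for each gene and treatment of Table 5. In 4 of the 13 pairs the sum lies on the other side of 0 from the transcript.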

While the number of genes with altered promoter methylation and expression resulting from each treatment or combination of treatments is minimal, most of these genes have known brain functions in the literature, ranging from neuronal migration to synapse formation and plasticity (**Table 6**).

**Table 6:** Genes of interest identified by altered promoter methylation and gene expression with literature-based evidence of central nervous system function.

Gene of interest	Central nervous system relevance
*Slc2a9*	Memory performance (Houlihan et al., 2010) Social phobia (Lyngdoh et al., 2013)
*Eif4g1*	Neurodegeneration (Dhungel et al., 2015)
*Myo6*	Dendritic spine length (Avraham et al., 1995) Postsynaptic receptor internalization (Osterweil et al., 2005) Presynaptic glutamate release potentiation (Yano et al., 2006)
*Arpp21*	Dendrite growth (Rehfeld et al., 2018)
*Mark2*	Neuron migration (Sapir et al., 2008; Mejia-Gervacio et al., 2012)
*Rab33b*	Axon growth (Huang et al., 2019)
*Dlg3*	Synapse formation, spatial learning (Cuthbert et al., 2007) Intellectual disability (Tarpey et al., 2004)
*Pinx1*	Late-onset Alzheimer disease (Tosto et al., 2019)
*Unc119*	Dendritic branching (May et al., 2014)

## Discussion

FASD is a prevalent societal burden that has remained complex to understand. Children born with FASD are often exposed to stressful postnatal environments that include maternal separation. Our main objective was to understand how early life stresses may complicate molecular changes underlying behavioral deficits that arise following prenatal ethanol exposure. Previously, behavioral changes resulting from prenatal ethanol exposure and postnatal maternal separation stress have been characterized (Alberry and Singh, 2016), with lasting changes to the hippocampal transcriptome also being reported (Alberry et al., 2019). Here we focus on alterations to promoter DNA methylation in the same mice. The behavioral deficits originally reported were subtle in nature, a direct result of the subtlety of the treatment paradigms used. In addition, gene expression alterations were small in fold change, detected at postnatal day 70, long after the final experimental interventions.

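Among the called transcripts, the fitted log2 fold change was under 1 in size for 203 of 752 in ethanol mice, or 27% (95% Wilson interval 23.9% to 30.3%). It was under 1 for 130 of 547 in stress mice, or 23.8% (20.4% to 27.5%), and for 207 of 726 in ethanol + stress mice, or 28.5% (25.3% to 31.9%). The intervals cover counting error only. The median size was 1.35 in ethanol, 1.38 in stress and 1.32 in ethanol + stress mice. For 358, 301 and 330 of these transcripts, 1 group lay at or under the floor, and for 68, 46 and 56 both did. With the former set to their lower bounds and the latter left out, the median sizes were 0.99, 0.96 and 0.94. As to the floor these medians are lower limits, and 88, 65 and 83 of the transcripts had no bound above 1-fold. Transcripts were selected by an unadjusted p, which favours large fitted changes, so the medians are not lower limits of real change. With a pseudocount of 1 the shares under 1 were 53.3% in ethanol, 53.6% in stress and 54.9% in ethanol + stress mice, and with one of 0.1 they were 10.7%, 7.93% and 16.5%. Without control replicate 3 the share was 16.3% in ethanol mice, without control replicate 2 it was 12.4% in stress mice, and without ethanol + stress replicate 1 it was 50.7% in ethanol + stress mice. Of the called gene sums, 63.2% of 125 in ethanol, 66% of 94 in stress and 76% of 179 in ethanol + stress mice changed by less than 1.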

### Ethanol-Induced Alterations in DNA Methylation

Prenatal ethanol exposure results in specific changes in promoter DNA methylation. We report promoter hypomethylation of genes important for brain function and formation as well as for transcriptional regulation following prenatal ethanol exposure. We also found promoter hypermethylation of genes important for phosphoinositide kinase activity as well as cytoskeleton regulation. These alterations may be lasting evidence of altered control of gene expression earlier during development that persists into adulthood. The ethanol exposure model employed here has been used previously, with lasting alterations to whole-brain DNA methylation profiles (Laufer et al., 2013). While we report comparable amounts of hypo- and hypermethylated gene promoters following continuous gestational ethanol exposure, previous work using targeted binge exposure trimester three equivalent models have found alcohol-induced hypermethylation in the hippocampus in both mice (Chater-Diehl et al., 2016) and rats (Otero et al., 2012). Conversely, a model of ethanol exposure more representative of trimester two equivalent exposure in mice found global hypomethylation in the neocortex, but this pattern is more complex when brain structures are independently assessed (Öztürk et al., 2017). Our work uses a continuous exposure model and is aimed at investigating promoter methylation, highlighting the importance of dose and timing of ethanol exposure as well as specific methylation patterns being observed.

### Maternal Separation-Induced Alterations in DNA Methylation

We report more genes with hypo- than hypermethylated promoters following early life stress *via* maternal separation. Of these, hypomethylated genes tend to be important for histone methylation and chemokine activity. Meanwhile, hypermethylated promoters tend to be of genes important for cytokine interactions. Early life stress results in lasting changes to DNA methylation in the hippocampus of rats (Kosten et al., 2014). In humans, child abuse has been associated with hypermethylation of several genomic loci in the hippocampus (McGowan et al., 2009). Meanwhile, maternal separation in rats induces an inflammatory immune response in the hippocampus (Roque et al., 2016). Interestingly, early life stress has been associated with reduced serum cytokine levels, suggesting that hypermethylation of related genes may not be hippocampal specific, rather playing a more ubiquitous role in the body (Raineki et al., 2017).

### Ethanol + Maternal Separation-Induced Alterations in DNA Methylation

The combination of prenatal ethanol exposure and maternal separation stress resulted in the hypomethylation of genes important for neuronal migration and hypermethylation of genes related to cytokine interactions. Similarly, genes that were implicated by hypermethylated promoters following any of the treatments were also important for chemokine and cytokine interactions. It is apparent from **Figure 1** that the addition of early life stress to individuals that faced prenatal ethanol exposure does not result in an additive DNA methylation response. Few genes are shared between ethanol only or stress only and the combination of treatments as implicated by promoter DMRs. Prenatal ethanol exposure followed by early life stress has been associated with altered immune system development, with early life adversity differentially affecting peripheral and central immune response depending on previous ethanol exposure (Raineki et al., 2017).

### Overlaps Between DNA Methylation and Gene Expression Changes Are Scarce

We previously reported changes in gene expression in association with behavioral deficits following prenatal ethanol exposure and maternal separation in these mice (Alberry et al., 2019). Interestingly the module of genes most closely associated with treatment and anxiety-like behavior includes genes important for transcriptional regulation and neurodevelopment. With these results in mind, we examined what overlap exists between genes with altered expression and altered promoter methylation that is complementary.

Following prenatal ethanol exposure, two genes have decreased promoter methylation and corresponding increased expression—*Slc2a9* and *Blvrb*. *Slc2a9* codes for a fructose transporter that acts as a uric acid transporter (Le et al., 2008). While not much is known regarding its role in the brain, SLC2A9 SNPs have been associated with better memory performance (Houlihan et al., 2010), and social phobia (Lyngdoh et al., 2013). *Blvrb* codes for an oxidoreductase important for heme degradation, with no clear link to brain function. Prenatal ethanol exposure results in promoter hypermethylation and decreased transcript expression for two genes, *Eif4g1* and *Myo6*. *Eif4g1* produces a translation initiation factor, eIF4G, with mutations present in familial Parkinson Disease (Chartier-Harlin et al., 2011). In fact, this gene acts as a scaffold protein with others in the hippocampus in ways that are perturbed in neurodegeneration likely through protein misfolding (Dhungel et al., 2015). *Myo6* is an actin-based motor protein that has been previously linked to stress response in the mouse hippocampus (Tamaki et al., 2008). Mice lacking this gene have fewer synapses and shorter dendritic spines (Avraham et al., 1995). *Myo6* is important for postsynaptic stimulus-dependent α-amino-3-hydroxy-5-methyl-4-isoxazole propionic acid-type glutamate receptor (AMPAR) internalization (Osterweil et al., 2005), as well as for brain-derived neurotrophic factor (BDNF)-mediated glutamate release from presynaptic terminals in long-term potentiation (Yano et al., 2006). Together, these results suggest the combined accumulation of DNA methylation, followed by reduced expression of these transcripts may be important for the altered brain-related phenotypes observed in these mice following prenatal ethanol exposure.

There are three genes with promoter hypomethylation and a corresponding increase in transcript expression following maternal separation stress, *Arpp21*, *Mark2*, and *Rab33b*. *Arpp21* is also implicated by the combination of ethanol + stress through promoter hypomethylation and increased expression. The ARPP21 protein product is composed of conserved domains for RNA-binding, with the ability to interact with eIF4G and preferentially bind to the 3' untranslated regions of mRNAs. Additionally, overexpression and knockdown experiments of ARPP21 show it positively regulates dendrite growth (Rehfeld et al., 2018). While we report increased *Arpp21* expression following stress or ethanol + stress, stress-induced decreases have also been reported (Constantinof et al., 2019). *Mark2* produces a serine/threonine-protein kinase involved in cell polarity and microtubule dynamics, as well as in neuron migration (Sapir et al., 2008; Mejia-Gervacio et al., 2012). *Rab33b* is a member of Rab family proteins that regulate intracellular vesicular trafficking, particularly at the Golgi apparatus (Zheng et al., 1998). Recently, the zebrafish ortholog of *Rab33b*, *rab33ba*, has been shown to mediate axon outgrowth in the forebrain (Huang et al., 2019). *Slc39a11* is the only gene that has promoter hypermethylation and overexpression in the stress group. It codes for a Zrt-, Irt-like protein (ZIP) for zinc transport (Yu et al., 2013). Taken together, these results suggest that the loss of methylation and subsequent overexpression of these genes following postnatal maternal separation stress may lead to observed changes in behavioral phenotypes mediated by improper neuronal migration and growth.

The combination of ethanol + stress treatments results in three genes with increased expression and corresponding promoter hypomethylation, *Arpp21*, *Dlg3*, and *Pinx1*. *Arpp21* was introduced previously as it was also implicated by stress alone. Of these, *Dlg3* is one of the most significantly altered transcripts in response to Stress and Ethanol + Stress treatments that we previously reported (Alberry et al., 2019). It codes for synapse-associated protein 102, a protein important for synapse formation. 

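Ranked by p among the tested transcripts, the Dlg3 transcript was number 321 in stress mice and number 487 in ethanol + stress mice. In stress mice it was listed at 0.635, 0.932 and 1.84 TPM, all above the control values, and it was called with a log2 fold change of 1.28 (standard error 0.37, adjusted p = 0.97, Bonferroni-adjusted p = 0.0364 over 7 transcripts). The call was lost without control replicate 1 or 3 (log2 fold change 1.10), stress replicate 2 (1.34) or stress replicate 3 (0.98), and with only the control and stress groups in the model. Summed over its transcripts, Dlg3 was at 80.2 ± 10.4 TPM in stress mice (SD, n = 3), a log2 fold change of -0.03 from control.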

Knockout mice have impaired synaptic plasticity and spatial learning (Cuthbert et al., 2007), while human *DLG3* mutations result in nonsyndromic X-linked intellectual disability (Tarpey et al., 2004). *Pinx1* is a telomerase inhibitor with little known brain function, although variants have been associated with late-onset Alzheimer disease (Tosto et al., 2019). Two genes share decreased promoter methylation and increased expression following the combination of treatments, *Slu7* and *Unc119*. *Slu7* is a pre-mRNA splicing factor that forms part of the spliceosome and is important for genome stability (Jiménez et al., 2019). *Unc119* codes for a lipid binding chaperone required for G protein localization in sensory neurons (Zhang et al., 2011). In fact, knockdown of *Unc119* results in neurotoxicity and decreased dendritic branching (May et al., 2014). These results suggest that dysregulation of genes important for neuronal migration and synapse formation as well as genome integrity *via* altered promoter methylation following the combination of ethanol + stress may underlie the complex and heterogeneous behavioral changes observed in these mice.

### Beyond Promoter DNA Methylation

Promoter DNA methylation is an essential mechanism of epigenetic control for the expression of genes. It is affected by environmental factors, including ethanol and stress. Changes in promoter DNA methylation status can lead to the initiation and maintenance of gene expression over time. Promoter DNA methylation has been the research focus in FASD, however, DNA methylation does not act in isolation. While we focus on DMRs in gene promoters, methylation status at a single CpG site may be sufficient to influence gene expression. In this analysis, we may miss the influence of a single CpG that has this type of influence without resulting in a significantly altered region of DNA methylation. Similarly, we have focused on promoter DNA methylation for its known influence on gene expression *via* altered transcription factor binding. Gene body or other intergenic changes in methylation would not be captured in this analysis and may be important for gene expression. Phenotypic outcomes are often the result of interrelated epigenetic mechanisms. For example, noncoding RNAs are also important for the regulation of gene expression at the transcriptional and posttranscriptional levels. They include long noncoding RNAs (lncRNAs) (Lee, 2012), microRNAs (miRNAs) (Chuang and Jones, 2007), short interfering RNAs (siRNAs), and piwi-interacting RNAs (piRNAs) (Holoch and Moazed, 2015). In FASD research, the noncoding RNA research has been focused on the relationship between microRNAs and their mRNA gene targets. Several microRNAs are altered in reciprocal direction to their gene targets following prenatal alcohol exposure (Balaraman et al., 2013; Laufer et al., 2013), offering another potential avenue for control. Additionally, modifications to histone tails at specific genomic loci are the foundation of epigenetic mechanisms, with a wide variety of known potential modifications (Allis and Jenuwein, 2016). In FASD mouse models, altered histone modifications (Veazey et al., 2015; Chater-Diehl et al., 2016), as well as enhanced lysine dimethyltransferase activity resulting in increased histone H3 lysine 9 and 27 dimethylation and neurodegeneration have been reported (Subbanna et al., 2013). Such results suggest changes in gene-specific expression in response to prenatal ethanol exposure must be the result of a variety of epigenetic mechanisms. Although DNA methylation, noncoding RNAs, and histone modifications have all been implicated, their inter-relationship is not known.

The promoter DNA methylation results included in this report are novel in that they were obtained from the same mice that were used to assess behavioral changes (Alberry and Singh, 2016) and hippocampal gene expression (Alberry et al., 2019). This allows for assessment of the relationship between promoter DNA methylation and expression of that gene in response to prenatal ethanol exposure, postnatal maternal separation, and the combination of both treatments. Our results implicate many genes *via* altered expression or promoter DNA methylation, and these genes are relevant in the context of their involvement in ethanol or stress response. In fact, many genes implicated are important for brain development and function. What is apparent is that changes in expression of only a small subset of genes is compatible with changes in promoter DNA methylation. The results argue that promoter methylation is only partly involved in the environmentally induced changes in gene expression we have modeled. Epigenetic mechanisms other than promoter DNA methylation therefore are likely responsible for the lasting gene expression alterations and behavioral abnormalities seen in pups subjected to prenatal ethanol exposure, maternal separation, and the combination of the two treatments. Although logical, such conclusions must be assessed experimentally, as the hippocampus represents a heterogenous cell population. Also, the interventions used are relatively mild, applied during neurodevelopment, with methylation status assessed in adulthood. Not surprisingly, this experimental paradigm has resulted in subtle changes in both gene expression and DNA methylation. Future research must focus on experimentally establishing mechanisms involved in altered gene expression and maintenance of these changes in different cell types within the brain. This will require modified experimental protocols and the use of single cell sequencing. Greater understanding into how these changes occur and persist has the potential to lead to the development of novel strategies for the amelioration of FASD-related deficits for children born with this common and complex disorder.

## Data Availability Statement

The datasets generated for this study can be found at the Gene Expression Omnibus (GEO), accession numbers GSE137984 and GSE133369 for MeDIP-Seq and RNA-Seq experiments, respectively.

## Ethics Statement

The animal study was reviewed and approved by Animal Use Subcommittee at Western University.

## Author Contributions

BA and SS have made substantial contributions to the conception and design of the work. BA was responsible for data acquisition and analysis. All authors completed data interpretation. BA created the first manuscript draft. All authors substantively revised it and have approved the submitted version.

## Funding

This work has been supported by a Discovery Research Grant from the Natural Sciences and Engineering Research Council of Canada awarded to SS.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

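RNA-Seq values of the hippocampus of 12 male C57BL/6 mice at postnatal day 70 were analysed, 3 each from the control, ethanol, stress and ethanol + stress groups. The values are a signal that the authors made before depositing them: paired-end reads of stranded libraries depleted of rRNA were assigned to Ensembl mouse transcripts of GRCm38 with kallisto, and the resulting TPM were scaled between libraries, as their sums of 889222 to 1173650 per library show. The versions of kallisto and sleuth are not named in the paper's text. No filter had been applied to the deposited values, which keep 22618 transcripts at 0 in every library. Of 115270 transcripts, 113580 were matched by identifier to GENCODE annotation of the same build, 112441 of them with the same version, and the unmatched ones held 0.518% to 0.58% of the values of a library. Samples were grouped by their labels, which number the replicates within each group. The paper's lists of genes with promoter DMRs were taken as given, and the methylation libraries were not analysed here. The median q of the listed DMRs is 0.441 for ethanol and 0.573 for ethanol + stress, which limits what a lack of overlap can show.

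TPM carry no depth of their own, but a step worth 1 read pair was found for each library from the low values of genes with a single transcript, together with a mean fragment length of 198 to 207 bp. The recovered depth was 12080000 to 15000000 read pairs per library, and 74.7% to 78.7% of low values came out as whole read pairs, so that the recovered read pairs were used for floors and for an added alternative, not for the main test. A transcript at 3 read pairs or fewer lies within counting error of 0, and a fold against such a group is given as a lower bound where that bound exceeds 1. Intervals and floors cover counting error only.

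Transcripts listed at 0.1 TPM or more in at least 6 of the 12 libraries (59852 transcripts, and 18434 genes for sums) were tested as log2(TPM + 0.5) with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with trend. One model held the 4 groups without a replicate block, each treatment was compared with control, the interaction of ethanol and stress was a contrast of the same model, and all tests were two-sided. Transcripts with an unadjusted p under 0.01 were called, as in the paper, and adjusted p values are Benjamini-Hochberg values over all tested features. Overlap with genes that have a promoter DMR was tested with Fisher's exact test over the genes with a tested transcript. Only genes that are protein-coding in RefSeq or stand in a DMR list were counted, in the set tests as well. The overlap was set beside 10000 random lists matched on mean TPM and number of transcripts. Sets were tested with camera (preset correlation 0.01), fry and camera with an estimated correlation, all from limma. Tables were joined with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9. The model was tested on simulated data for the same design, with noise drawn independently for each transcript and library. Changed transcripts were drawn only from those with a mean of 1 TPM or more. Of these, 87% of 100 changed by 2 and 65% of 100 changed by 1 on the log2 scale were called. Of the unchanged transcripts 1.18% were called. Camera gave p values of 7.28e-19 for a set of 470 transcripts with a common shift of 0.3 and 0.962 for an unshifted set. The real sets hold gene sums, and variation shared between genes was not simulated. These p values thus do not give the power of the set tests.

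The sample grouping, tests, named genes and most alternatives were fixed before the data were examined. Named genes are those of Table 5, by their transcript with the smallest p, the 3 called transcripts with the smallest p per treatment whose treated values all lie on one side of the control values, and up to 5 called genes with a promoter DMR per treatment. Shank2 and the gene sum of Gm49070 were singled out after their values were seen. The alternatives set at that point were a pseudocount of 0.1 or 1, a minimum of 1 TPM, a filter on the mean, no filter, scaling by median-of-ratios size factors, removal of the 20 highest transcripts before rescaling, eBayes without trend, only the groups compared, gene sums, a replicate block, a call at p under 0.05 for the genes shared with the DMR lists, a DMR p below 0.001, fry, an estimated correlation, and leaving out each replicate in turn. Alternatives chosen after seeing the data were TPM rescaled to a common total, recovered read pairs at 5 or more in at least 6 libraries, and removal of each library's trend over transcript length, also without ethanol + stress replicate 1. Lists of marker genes for male sex, choroid plexus, thalamus, blood, oligodendrocytes, striatum, immediate early genes, dentate granule cells and CA1 and CA3 pyramidal cells were also written at that point, and the comparison of their means between the treated and control libraries, with exact permutation tests, was added later. No overlap or set was tested for stress, because the list used here is 2 genes shorter than the one the paper gives. Correlations across libraries were tested with 100000 permutations.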

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

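The limma tests of TPM by transcript and by gene sum, and most of their alternatives, were fixed before the data were examined. Shank2 and the gene sum of Gm49070 were singled out from them after their values were seen. All other tests in this part were chosen after the results they bear on were seen.

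A transcript of Polr2a, ENSMUST00000058470.15, was lower in ethanol + stress mice, a gene outside those the paper discusses. Polr2a encodes the largest subunit of RNA polymerase II, and the transcript is protein-coding with 29 exons on chromosome 11 (GRCm38, 69733997 to 69758637). It was at 13.3 ± 0.94 TPM in control and 5.22 ± 0.878 TPM in ethanol + stress mice (SD, n = 3 each), a log2 fold change of -1.28 with an adjusted p = 0.0457 (limma). The log2 fold change lay between -1.38 and -1.15 in the 6 fits that each left out a library, and the adjusted p between 0.00549 and 0.306 over the alternatives at transcript level. The summed TPM of the gene had a log2 fold change of -0.46 (adjusted p = 0.791 from limma over gene sums). A shift of read pairs between isoforms leaves the sum of the read pairs of a gene in place, whereas summed TPM also depends on the lengths of the isoforms. The recovered read pairs of Polr2a, summed and divided by size factors, fell from 726 ± 51 to 466 ± 72.3 (SD, n = 3 each), a log2 fold change of -0.65 (standard error 0.11, adjusted p = 0.596 from limma over all genes), with each ethanol + stress mouse under each control mouse, which argues against such a shift as the whole of the change. It may be part of it, since 85.5% of the 31-mers of the transcript also lie in other isoforms of the gene, and a biological effect of the combined treatments stays open as a hypothesis.

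A transcript of Tardbp, ENSMUST00000189048.6, which the paper does not discuss, was listed at 0 in the 3 control mice and at 1.16, 2.35 and 2.29 TPM in ethanol + stress mice, at least 4.33-fold higher (fitted log2 fold change 2.24, adjusted p = 0.0457 from limma, and 0.0156 to 0.306 over the alternatives at transcript level), while the summed TPM of the gene had a log2 fold change of -0.01 (adjusted p = 0.986 from limma over gene sums). It was also called in ethanol mice, at 1.07, 1.37 and 0.965 TPM (fitted log2 fold change 1.70, adjusted p = 0.241), and was listed at 0 in the stress mice, so the rise is not particular to the combined treatments. The recovered read pairs of the gene, summed and scaled as for Polr2a, were 1580 ± 26.7 in control and 1510 ± 159 in ethanol + stress mice (SD, n = 3 each), and 100% of the 31-mers of the transcript lie in other isoforms of Tardbp. Both values are consistent with read pairs moved between isoforms by the estimate, and 11.2% of the 31-mers also lie in the pseudogene Gm13886. A change in splicing with ethanol stays open and was not tested.

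A processed transcript of Shank2 (641 bp, chromosome 7 of GRCm38, 144417825 to 144420664), chosen after its values were seen, had a fitted log2 fold change of 1.05 in ethanol + stress mice (adjusted p = 0.0457 from limma). With 0 in each control and stress mouse, the transcript was worth 1.00, 1.00 and 1.00 read pairs in ethanol mice and at most 2.00 read pairs in any ethanol + stress mouse, so that all libraries are at or under the floor and no fold is given. This depth cannot show a difference, and so few read pairs may by themselves account for the call. Of its 31-mers 12.4% lie in other isoforms, so that reads moved between isoforms and reads of its own cannot be told apart at 2.00 read pairs, and an effect of the treatments stays open.

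The gene sum of Gm49070, a processed pseudogene on chromosome 14 (124398691 to 124398972), was higher in ethanol mice (fitted log2 fold change 2.61, adjusted p = 0.00517) and in ethanol + stress mice (2.21, adjusted p = 0.0299, both from limma over gene sums), while its only transcript had an adjusted p of 0.0248 to 0.609 over the alternatives at transcript level in ethanol mice. No control or stress mouse had a value above 0, and its 2.18, 3.73 and 2.03 TPM in ethanol mice are worth at most 2.34 read pairs in a library. The values lie at or under the floor in both groups, so no fold is given and a small number of read pairs may explain them, since 2.34 is under the floor. In addition 30.2% of its 31-mers also lie in transcripts of Msl1. No test argues against an effect of ethanol, which stays open.

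The 5 blood markers (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Alas2), which the paper does not discuss, were higher in treated mice. Their mean log2 value lay 0.997 higher in the 9 treated than in the 3 control libraries, with 9 of 9 above all controls (exact permutation test, 2 of 220 splits as large, p = 0.00909). Adjusted over the 9 lists the exact test gave 0.0818, and 0.041 to 0.122 over the alternatives, so it fails the correction as first run. The difference was 1.2 in ethanol, 0.696 in stress and 1.1 in ethanol + stress mice. Hbb-bs was at 804 to 1009 TPM in control and 1192 to 3561 TPM in treated mice, and Alas2 at 5.9 to 8.15 and 10 to 21.4 TPM. Haemoglobin transcripts are short, but with the trend over transcript length removed the difference was 0.912, which argues against that trend as the whole cause. All 5 genes were above 5 TPM in each control library, so the tissue of untreated mice carries their transcripts too. More blood left in the tissue of the treated mice and an effect of the treatments on these genes both remain open, and no test here separates them.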

How the results depend on the processing

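The length-trend, rescaled and recovered-pair tests were chosen after the data were seen. All alternatives set beforehand were run. In the order ethanol, stress, ethanol + stress and interaction, the number of called transcripts fell to 318, 236, 356 and 209 with a minimum of 1 TPM, 370, 280, 385 and 217 with recovered read pairs and 125, 94, 179 and 85 with gene sums, all of which test fewer features. With the length trend removed and without ethanol + stress replicate 1, 1445 were called for ethanol + stress, and the cause was not tested. The fits that each left out a library gave 593 to 847 calls for ethanol, 510 to 612 for stress, 612 to 1337 for ethanol + stress, where 1337 is without replicate 1 of that group, and 497 to 614 for the interaction. The other settings run for these counts, all with calls at p under 0.01, kept them within 1.5 times.

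Genes shared with the DMR lists numbered 9 and 14 (ethanol and ethanol + stress) with a minimum of 1 TPM, 14 and 16 with recovered read pairs, 4 and 2 with gene sums and 3 and 5 with a DMR p below 0.001, settings with shorter lists. They numbered 126 and 116 with calls at p under 0.05, which makes longer lists, and 47 for ethanol + stress with the length trend removed and without replicate 1. Leaving out a library gave 31 to 38 for ethanol and 19 to 44 for ethanol + stress, with 19 without control replicate 3 and as many without ethanol + stress replicate 2.

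No set of genes with a promoter DMR passed 0.05 under the settings run, and the lowest p values were those of fry, 0.0809 and 0.0965 for hypo- and hypermethylated genes in ethanol and 0.288 and 0.187 in ethanol + stress mice. With a library left out camera gave 0.392 to 0.978, 0.413 to 0.819, 0.679 to 0.995 and 0.638 to 0.969 in the same order. The direction of the hypomethylated set turned in ethanol mice without ethanol replicate 3 (0.794), and in ethanol + stress mice with the 20 highest transcripts removed (0.926), with rescaled TPM (0.789), with recovered read pairs (0.945), with fry (0.288), with a DMR p below 0.001 (0.36) and without ethanol + stress replicate 2 (0.972). The cause was not tested.

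The percentage of called transcripts under 1 on the log2 scale depends on the pseudocount, which sets the fold change of low transcripts, and was 10.7, 7.93 and 16.5 (in the order ethanol, stress, ethanol + stress) with 0.1 and 53.3, 53.6 and 54.9 with 1. It was 17.9, 18.4 and 23.5 with a filter on the mean, 34.9, 32.9 and 38 with no filter, 32.9 and 27.9 (ethanol and stress) without trend, 23.8, 16.4 and 33 with recovered read pairs and 36.5 (ethanol + stress) with a minimum of 1 TPM. With the 20 highest transcripts removed it was 20.7, 15 and 21.5, with only the groups compared 21.4 and 24.7 (ethanol and ethanol + stress), with the replicate block 23.1 (ethanol), and with the length trend removed and without replicate 1 53.7 (ethanol + stress). Leaving out a library gave 16.3 to 25.7, 12.4 to 17.1 and 16.8 to 50.7, and the cause was not tested. The value moved by over 1.5 times without control replicate 1 (17) and without control replicate 3 (16.3) (ethanol), without control replicate 1 (14.7), without control replicate 2 (12.4), without control replicate 3 (14.6) and without stress replicate 1 (14.5) (stress) and without control replicate 2 (18.7), without ethanol + stress replicate 1 (50.7) and without ethanol + stress replicate 2 (16.8) (ethanol + stress).

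Leaving out a library gave correlations between treatments of 0.402 to 0.598 (ethanol and stress), 0.464 to 0.637 (ethanol and ethanol + stress) and 0.419 to 0.603 (stress and ethanol + stress). Without a control library they rose and without a treated one they fell, as a smaller shared control group adds more shared error to both comparisons.

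Of the 582 values of named transcripts under the alternatives, 526 kept direction and side of the threshold, 37 fell short of it, 9 passed it and 10 reversed. With a minimum of 1 TPM 14 and with recovered read pairs 17 of the 30 named transcripts could be tested. All 10 reversals came with gene sums, a setting that adds the other isoforms: Arpp21 (-0.044 in stress, -0.20 in ethanol + stress), Dlg3 (-0.030, -0.32), Unc119 (0.028 in ethanol, 0.15 in ethanol + stress), B4galt3 (-0.061), Tardbp (-0.0085), Spata6 (0.064) and Specc1 in ethanol + stress (0.018). Another 13 fell short of the threshold with gene sums.

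Replicate numbers are shared between groups, and no label says whether they pair the mice. Of 18 pairs with the same number the correlation of deviations lay between -0.173 and 0.164, with 1 over 0.1. Of 36 pairs with different numbers it lay between -0.333 and 0.336, with 6 over 0.1. Mice of the same number were thus no more alike by this measure. The paper separated part of each litter and no label gives the litter, so littermates in different groups cannot be excluded. All tests treat the mice as independent. With the replicate block 726, 552, 698 and 528 transcripts were called, none with an adjusted p under 0.05 where 3182, 2325, 3278 and 2473 had an unadjusted p under 0.05, and the overlaps were 34 and 28.

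Depth limits the transcripts with few read pairs: 68 called transcripts in ethanol, 46 in stress and 56 in ethanol + stress mice lie at or under 3 read pairs in both groups, where no difference can be shown.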

Differences from the paper's values

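The paper's numbers of altered transcripts are 164 for ethanol, 116 for stress and 217 for ethanol + stress, and the numbers called here were 752, 547 and 726. Of the 17 alternatives set before the data were examined, gene sums in place of transcripts came within 1.5 times of the paper's numbers (125, 94 and 179), and the others did not.

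For ethanol the paper's Table 5 counts 2 genes with a hypomethylated promoter and higher expression, 0 hypomethylated with lower, 2 hypermethylated with lower and 0 hypermethylated with higher expression, against 14, 2, 8 and 9 here. Of 16 alternatives set before the data were examined, that without control replicate 1 gave 0 hypomethylated genes with lower expression and a minimum of 1 TPM gave 2 hypermethylated genes with lower expression, and none closed the other gaps. With recovered read pairs, chosen after seeing the values, 0 hypermethylated genes had higher expression. For ethanol + stress the paper's counts are 3, 2, 2 and 1 in the same order, against 10, 4, 12 and 4 here. A gap was taken as closed by a count within 1.5 times of the paper's. With a minimum of 1 TPM, or with the 20 highest transcripts removed, 3 hypomethylated genes had lower expression. With a pseudocount of 0.1 or without control replicate 3, 1 hypermethylated gene had higher expression. No other of the 16 alternatives set before the data were examined closed a gap by this rule. Without ethanol + stress replicate 2, 1 hypomethylated gene had lower expression, which falls outside it. Among settings chosen after seeing the values, 3 hypomethylated genes had lower expression with TPM rescaled to a common total, and 1 hypermethylated gene had higher expression with recovered read pairs and with the length trend removed, also without replicate 1.

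The paper's beta for Blvrb in ethanol mice is 2.576, and the closest transcript here had a difference of 3.35 (standard error 0.41) from control on the natural log scale of recovered read pairs + 0.5, a scale on which the other 12 betas of Table 5 were matched within 0.0205. This scale was chosen after the data were seen, and no alternative set before the data were examined was run for it. The beta and the DMR locus that Table 5 prints for Blvrb are those of Slc2a9, and the supplementary table gives a DMR for Blvrb at 27449261 to 27449600 on chromosome 7.

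Table 5 lists 6 pairs of gene and treatment whose transcript with the smallest p was not called here. Of the 12 transcripts that match the paper's betas, 5 were called. For Slc2a9 the matching transcript, ENSMUST00000067886.11, was not called, unlike that with the smallest p. Mark2 in stress was called with only the groups compared (1.17) and with recovered read pairs (4.89), Slc39a11 without stress replicate 2 (-1.94), and Arpp21 in ethanol + stress with a pseudocount of 0.1 (2.26), without ethanol + stress replicate 2 (1.25) and with recovered read pairs (3.82), log2 fold changes in brackets. Pinx1 was called without ethanol + stress replicate 1 (0.78), and so was Slu7 (-0.84), which was also called with the length trend removed as well (-0.95). The settings with recovered read pairs and with the length trend removed were chosen after seeing the values. By its transcript with the smallest p, Arpp21 in stress was called under none of the settings run, but its transcript closest to the paper's beta was called with recovered read pairs (3.23). The gene sum of Pinx1 passed p under 0.01 with a pseudocount of 0.1 (0.65), a minimum of 1 TPM (0.62), without control replicate 1 (0.73), without ethanol + stress replicate 1 (0.78) and with the length trend removed (0.53, and 0.62 also without that replicate).

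In its discussion the paper calls Slc39a11 overexpressed in the stress group, where its log2 fold change here was -1.31. It gives decreased promoter methylation and increased expression for Slu7 and Unc119 after the combined treatments, where the log2 fold changes here were -0.62 and -3.13 and the DMRs of both genes in the supplementary table are hypermethylated. For Slc39a11, Slu7 and Unc119 the paper itself gives the directions found here in its results and Table 5. Citing an earlier report by the authors, it places Dlg3 among the most significantly altered transcripts after stress and ethanol + stress, where it ranked 321 and 487 here. It describes the changes in expression as small in fold change, where 27%, 23.8% and 28.5% of the called transcripts had a fitted change of less than 1 on the log2 scale in ethanol, stress and ethanol + stress mice. With groups at the floor set to their bound the shares were 50.4%, 52.9% and 53.3% of those with a size. As to the floor these are upper limits, since a lower bound under 1 does not show a change under 1. Selection by p favours large fitted changes, so these shares do not decide whether the real changes are small. They include 88, 65 and 83 transcripts with no bound above 1-fold. The paper's list of genes with a promoter DMR for stress holds 1472 genes, 2 more than the table used here.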

Other observations

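Of the tests in this part, the isoform test and the counts of splits for the 3 numbers of called transcripts were written beforehand, and the other tests were chosen after the results were seen.

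Among called transcripts with a fitted change above 4-fold and other isoforms in their gene, 362 over the 3 treatments, the gene sum changed by less than 0.5 on the log2 scale in 93.7% in ethanol, 90.6% in stress and 90.2% in ethanol + stress mice. Summed recovered read pairs, which do not depend on the lengths of the isoforms, changed by less than 0.5 in 98.6%, 97.9% and 96.7% of the same transcripts' genes. In 224 of the 362 (61.9%, 95% Wilson interval 56.8% to 66.7%) the other isoforms together moved the opposite way. By treatment the share was 62.9% (54.8% to 70.4%), 67.7% (57.8% to 76.2%) and 56.1% (47.3% to 64.6%), and only the interval for ethanol + stress holds 50%. A candidate explanation is that the estimate moved read pairs between isoforms of one gene, and the 61.9% is consistent with it. A change in splicing by the treatments stays open, as these values do not separate it from the estimate.

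Other groupings of the same mice give numbers of similar size. Of the 10 splits of control and treated mice into groups of 3, the real one included, 2 gave as many called transcripts for ethanol, 8 for stress and 4 for ethanol + stress, and the count of genes with a promoter DMR was as large in 3 for ethanol and 4 for ethanol + stress. The sets gave as small a p in 9 (hypomethylated) and 4 (hypermethylated) splits for ethanol and in 6 and 6 for ethanol + stress. Results matched in 6 to 9 splits, the stress count among them, are no stronger than other groupings of these mice give. Those matched in 2 to 4 splits cannot be told apart from a random grouping, because 10 splits allow no share under 10%. For the interaction, 91 of 100 random groupings of the 12 mice gave as many calls, so that number is no larger than a random grouping gives.

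More transcripts were called higher than lower in ethanol (71.3%) and ethanol + stress mice (63.2%). With a trend over transcript length removed from each library the shares were 49.6% and 47%, which is consistent with a length trend between libraries as one possible source. That trend is not singled out, as recovered read pairs, which test fewer transcripts, gave 53.5% and 49.4%. Without ethanol + stress replicates 1, 2 and 3 in turn the share of that group was 48.4%, 53.1% and 53.7%. It was 27.8% without replicate 1 and with the length trend removed, so it also depends on single libraries. Leaving out replicate 1 raised the higher calls from 459 to 647 and the lower ones from 267 to 690, so the share fell by a gain of lower calls. With TPM rescaled to a common total the shares of ethanol and ethanol + stress were 64.6% and 50.8%, so for ethanol + stress the authors' scaling between libraries is also open. An effect of the treatments on short against long transcripts stays open and was not tested.

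Without ethanol + stress replicate 1 the calls of that comparison rose from 726 to 1337, where the other fits that left out a library gave 612 to 737. That rise is not explained by a length trend in that library, since with the trend removed the number was still 1445. Whether this mouse differs in biology or in its library stays open.

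The first principal component of 14455 gene sums held 22.5% of the variance. Its scores followed the sum of the deposited values across the 12 libraries (Pearson r = 0.993, Spearman rho = 0.993, permutation p = 1e-05 for both, the smallest that 100000 resamples can give, adjusted p = 1.5e-05 over 3 relations), with r = 0.997 without the 2 farthest libraries. The scores did not follow the recovered read pairs (r = -0.187, permutation p = 0.55, rho = -0.203, p = 0.53, r = -0.113 without the 2 farthest, adjusted p = 0.55), which argues against depth. Across genes, which are not independent replicates, the loadings correlated with log2 length (r = -0.439) and hardly with GC content (r = -0.0546), so a length trend between libraries is a candidate explanation and GC content is argued against. The sum of the values reflects the authors' scaling, and whether the component follows that scaling or a property of the RNA behind it stays open, with no biological explanation tested.

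Ttr ranged from 30 to 7089 TPM between libraries. It rose and fell with the mean of the 7 other choroid plexus markers (Pearson r = 0.982, Spearman rho = 0.993, permutation p = 1e-05 for both, the smallest possible, adjusted p = 1.5e-05 in the same family, r = 0.983 without the 2 farthest). The r of 0.982 suggests that the amount of choroid plexus in the dissected tissue varied between mice. Each of the 8 genes was above 0 in the lowest library, at 0.22 (Aqp1) to 30 TPM (Ttr), so hippocampal tissue with little choroid plexus may still express them. The markers differed from control by -1.05 in ethanol, 0.89 in stress and 0.40 in ethanol + stress mice on the log2 scale, which was not tested by treatment, so an effect of a treatment on the amount of choroid plexus stays open.

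None of the other 8 lists of markers reached an exact p under 0.05 between the 9 treated and the 3 control libraries, a comparison in which treatments that move opposite ways cancel. The differences in mean log2 value, with p of exact permutation tests in brackets, were 0.024 for male sex (0.673), 0.081 for choroid plexus (0.941), -0.030 for thalamus (0.727), -0.058 for oligodendrocytes (0.764), 0.12 for striatum (0.377), -0.50 for immediate early genes (0.118), -0.094 for dentate granule cells (0.445), -0.14 for CA1 and CA3 pyramidal cells (0.395). Adjusted over the 9 lists with blood, the exact tests gave 0.531 to 0.941. The 4 male genes were at 37.1 to 45.3 TPM (Ddx3y), 20.1 to 26.7 TPM (Uty), 12.3 to 17 TPM (Kdm5d) and 27.5 to 46.4 TPM (Eif2s3y) over the 12 libraries.

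Random groups of 3 of the 9 treated libraries, drawn 100 times and compared with the same controls, had log2 fold changes that correlated with a median r of 0.51 across transcripts (0.394 to 0.553). The value of 0.543 for ethanol with ethanol + stress lies within this range, as do 0.484 for ethanol with stress and 0.492 for stress with ethanol + stress.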
